# Loss of *Runx1* Induces Granulosa Cell Defects and Development of Ovarian Tumors in the Mouse

**DOI:** 10.3390/ijms232214442

**Published:** 2022-11-21

**Authors:** Kamiya Bridges, Humphrey H.-C. Yao, Barbara Nicol

**Keywords:** RUNX1, ovary, granulosa cells, tumor, cancer

## Abstract

Genetic alterations of the *RUNX1* gene are associated with a variety of malignancies, including female-related cancers. The role of *RUNX1* as either a tumor suppressor gene or an oncogene is tissue-dependent and varies based on the cancer type. Both the amplification and deletion of the *RUNX1* gene have been associated with ovarian cancer in humans. In this study, we investigated the effects of *Runx1* loss on ovarian pathogenesis in mice. A conditional loss of *Runx1* in the somatic cells of the ovary led to an increased prevalence of ovarian tumors in aged mice. By the age of 15 months, 27% of *Runx1* knockout (KO) females developed ovarian tumors that presented characteristics of granulosa cell tumors. While ovaries from young adult mice did not display tumors, they all contained abnormal follicle-like lesions. The granulosa cells composing these follicle-like lesions were quiescent, displayed defects in differentiation and were organized in a rosette-like pattern. The RNA-sequencing analysis further revealed differentially expressed genes in *Runx1* KO ovaries, including genes involved in metaplasia, ovarian cancer, epithelial cell development, tight junctions, cell−cell adhesion, and the Wnt/beta-catenin pathway. Together, this study showed that *Runx1* is required for normal granulosa cell differentiation and prevention of ovarian tumor development in mice.

## 1. Introduction

Ovarian cancer, although not the most common cancer, represents the deadliest gynecological disease. There are several types of ovarian tumors that relate to their histological features and cell origins. The three main types include epithelial tumors, sex-cord stromal tumors, and germ-cell tumors [1]. Among these, epithelial tumors arising from either ovarian surface epithelial cells or fallopian tubes are the most frequent type of ovarian cancer, accounting for approximately 90% of cases. Sex-cord stromal tumors, although much less frequent (roughly 7%), can develop from stromal cells (thecoma) or the sex cords (granulosa cell tumors or GCTs) [2]. Due to the lack of efficient screening exams as well as the asymptomatic nature of the disease, ovarian cancer is usually not detected, until it reaches an advanced stage. This exposes a need for more understanding regarding the pathogenesis of the disease.

Ovarian tumors can stem from exposure to environmental agents, to genetic factors, or both. Runt-related transcription factor 1 (RUNX1) is a transcription factor that belongs to the RUNX transcription factor family, along with RUNX2 and RUNX3 [3]. Through its capacity to directly activate or suppress the expression of targets genes, RUNX1 plays key roles in early development and cell lineage specification in various tissues [4]. Consequently, mis-regulation of *RUNX1* is associated with cancers. For instance, RUNX1 is required for normal hematopoiesis [5], and genetic alterations of the *RUNX1* gene have been linked to various forms of leukemia and other hematological malignancies [6]. While *RUNX1* mis-regulation has been originally explored in blood-related cancers, its role has now been identified in many other types of cancers, particularly tumors of epithelial origins [7]. Depending on the type of cancer, *RUNX1* can act as either an oncogene or a tumor suppressor. Among the different types of cancers, mis-regulation of *RUNX1* is associated with female-related cancers such as breast cancer, uterine cancer, and ovarian cancer [8,9]. In particular, genetic alterations of the *RUNX1* gene, including the amplification and deep deletion, have been previously documented in 1.5% of ovarian cancers according to the public data from The Cancer Genome Atlas (TCGA).

Although mis-expression of *RUNX1* is associated with ovarian cancer, a direct causal link of *Runx1* to the cancer formation is lacking. In the mouse, *Runx1* is involved in early ovarian development and is expressed in both granulosa cells and the ovarian surface epithelium in the fetal ovary [10]. In this study, we investigated whether loss of *Runx1* affected the mouse adult ovary and could cause the development of ovarian pathologies and tumors. To investigate the potential role of *Runx1* in ovarian tumor development, we developed a conditional knockout (KO) of *Runx1* in the somatic cells of the ovary. We found that loss of *Runx1* expression led to ovarian defects and increased risk of developing ovarian tumors in aged mice.

## 2. Results

### 2.1. Runx1 Is Expressed in Granulosa Cells and the Surface Epithelium of Adult Mouse Ovaries

Expression of RUNX1 in the ovary begins at the fetal stage. We previously showed that RUNX1 is expressed in granulosa cells and the surface epithelium of the mouse fetal ovary [10]. To determine if it was also the case in the adult ovary, we used a reporter mouse model that expresses enhanced green fluorescent protein (EGFP) under the control of *Runx1* promoter (Figure 1A) [11]. *Runx1*-EGFP expression was detected in both ovarian surface epithelium and granulosa cells, overlapping with the known granulosa cell marker Forkhead Box L2 (FOXL2) [12]. Ovarian surface epithelium and granulosa cells are the source of two different types of ovarian cancers [1]. Therefore, to determine whether loss of *Runx1* in these cell populations could lead to these types of ovarian cancer, we generated a conditional knockout mouse model, in which *Runx1* was specifically ablated from the somatic cells of the ovary (Figure 1B). For this purpose, we used a model that expressed Cre under the control of nuclear receptor subfamily 5, group A, member 1 (*Nr5a1*) encoding for Steroidogenic Factor 1 (SF-1). This *Nr5a1*-Cre allows the targeting of all ovarian somatic cells, including granulosa cells and surface epithelium cells [13]. The resulting *Runx1* conditional knockout mouse model had a mixed B6D2 and B6.129 genetic background. We confirmed that *Runx1* was ablated successfully in *Runx1* KO adult ovaries by RT-PCR (Figure 1C).

### 2.2. Loss of Runx1 Leads to Increased Prevalence of Ovarian Tumors

To assess the effects of *Runx1* conditional knockout, we examined ovaries of control and *Runx1* KO mice at 15 months (Figure 2A). The majority of both control and *Runx1* KO ovaries appeared macroscopically normal at the time of collection. However, *Runx1* KO ovaries were significantly heavier than control ovaries (Supplementary Figure S1A). In addition, there was a higher occurrence of macroscopic tumors on *Runx1* KO mice. Macroscopic tumors were observed in 3.7% of control females (1 out of 27 females) and in 27.3% of *Runx1* KO mice (9 out of 33 females) (Figure 2B). These tumors were bilateral for 44% of these *Runx1* KO mice and unilateral in the one control female (Figure 2B). Hematoxylin and eosin staining was used to analyze the histology of the ovaries collected at 15 months (Figure 2C). Control ovaries exhibited a typical ovarian histology for that age, with few follicles left (Figure 2C arrows) and some corpora lutea (Figure 2C). The 15-month *Runx1* KO ovaries that did not have macroscopic tumors at the time of collection presented dense follicle-like lesions composed of cells with a scant amount of cytoplasm arranged in rosette-like pattern (Figure 2C and Supplementary Figure S1). *Runx1* KO ovaries also developed a variety of histological anomalies, such as presence of cysts, hemorrhagic follicles, and anomalies of the ovarian surface epithelium (Figure 2C and Supplementary Figure S1). *Runx1* KO tumors presented a diffuse growth of relatively uniform cells organized in sheets, with small eosinophilic cavities and hemorrhagic cysts, reminiscent of granulosa cell tumors (Figure 2C lower panel and Supplementary Figure S1). To identify the cell type composing the tumors, sections of 15-month ovaries were stained for Keratin-8 (KRT8), a marker for the surface epithelium, and FOXL2, a marker for the granulosa cells (Figure 2D). In control ovaries, positive labeling for FOXL2 was observed in the follicles and corpora lutea (Figure 2D). On the other hand, KRT8 was strongly expressed in the ovarian surface epithelium and weakly detected in small secondary follicles as previously shown [14]. In *Runx1* KO mice, cells composing the tumors showed an intense expression for FOXL2, indicating that the tumors were granulosa cell tumors.

### 2.3. Young Runx1 KO Mice Present Ovarian Defects but No Apparent Tumors

Next, we examined ovaries at an earlier age (4.5 months) to determine if they already presented some ovarian defects (Figure 3). In control ovaries, follicles were composed of an oocyte surrounded by symmetrical homogenous layers of granulosa cells (Figure 3A). *Runx1* KO ovaries at 4.5 months contained follicles at various stages similar to the control ovary, and no macroscopic masses were observed (Figure 3B). Histological analyses revealed the presence of normal follicles, corpora lutea, and dense follicle-like lesions in all *Runx1* KO ovaries (Figure 3B). These follicle-like lesions were similar to those found at 15 months, composed of dense cells organized in a rosette-like pattern. Along with these aberrant follicles, cysts were also observed in the *Runx1* KO ovaries (Figure 3B).

### 2.4. The Follicle-like Lesions in Runx1 KO Ovaries Are Composed of Quiescent Abnormal Granulosa Cells

To further assess the characteristics of the follicle-like lesions in 4.5-month-old ovaries, we performed immunostaining for the granulosa cell marker FOXL2 and the proliferation marker KI-67 and detection of cell death using the Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay. Control ovaries contained growing follicles with FOXL2+/KI-67+ proliferating granulosa cells and some atretic follicles with TUNEL+ dying granulosa cells (Figure 4A). In *Runx1* KO ovaries, some normal growing follicles and atretic follicles were also observed (Figure 4A). The follicle-like lesions were FOXL2+ (Figure 4A), confirming that they arose from ovarian follicles. These aberrant follicles were devoid of oocytes, replaced by an empty eosinophilic cavity (Figure 3B insets and Figure 4A). Considering that many of these aberrant follicles showed an asymmetrical organization of FOXL2+ cells with only one or two cell layers on one side, we suspected that these aberrant follicles arose from primary or early secondary follicles (Figure 4A inset). These abnormal granulosa cells were negative for both KI-67 and TUNEL, indicating that they were not proliferating as normal follicular cells do nor were they undergoing cell death. Anti-Müllerian hormone (AMH), a marker for granulosa cells of primary to early antral follicles, was detected in normal secondary follicles of control and *Runx1* KO ovaries (Figure 4B). However, granulosa cells composing the follicle-like lesions in *Runx1* KO ovaries failed to express AMH (Figure 4B), indicating defects in granulosa cell differentiation at the primary follicular stage. Immunofluorescence for laminin revealed that control ovary follicles were fully surrounded by a single basal membrane composed of laminin (Figure 4C). In contrast, the follicle-like lesions in *Runx1* KO ovaries were not fully surrounded by a single basal membrane but instead showed laminin deposition around each rosette structures composing these lesions (Figure 4C inset). Overall, the absence of cell proliferation, AMH expression and proper basal membrane deposition suggested some defects in the differentiation and function of the granulosa cells in these abnormal follicle-like lesions in *Runx1* KO ovaries. Finally, in older mice (12–15 months), a subset of these FOXL2+ follicle-like lesions also expressed KRT8, a marker usually found in the epithelium and weakly detected in granulosa cells of small secondary follicles (Figure 4D). Expression of KRT8 or other keratins was also observed in subsets of abnormal granulosa cells in other mouse models for granulosa cell tumors [14,15] and in KGN cells, a cell line originating from a human adult granulosa cell tumor [16]. These findings together indicated that these abnormal granulosa cells acquired some epithelial-like characteristics.

### 2.5. Differentially Expressed Genes in Runx1 KO Ovaries Are Associated with Epithelium Development, Tight Junctions, and Metaplasia

To gain more insights into the early consequences of *Runx1* loss in adult ovaries, we performed RNA-seq on both *Runx1* KO and control ovaries at 4.5 months of age (*n* = 6/genotype). 

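*Runx1*, the transcription factor gene targeted in these mice, had 2195 ± 1417 normalized counts (SD, n = 6) in control ovaries and 3668 ± 2166 (SD, n = 6) in *Runx1* KO ovaries. The control libraries 1 to 6 held 756, 2261, 1519, 1628, 4874 and 2130 normalized counts, and the *Runx1* KO libraries 1 to 6 held 1297, 6407, 5175, 1707, 2260 and 5162. The log2 fold change was 0.71 (standard error 0.48), which did not pass the test (adjusted p = 0.720 from limma), and 4 of 6 *Runx1* KO libraries lay above the control median (two-sided exact permutation test, p = 0.180). *Runx1* lies on chromosome 16 of mm10 from 92601466 to 92826066, and its value sums the fragments of all 8 annotated exons over every cell type of the ovary. The paper's text does not name the exons removed in the floxed and null alleles, so a sum over the whole gene does not check the genotype labels. In the paper's RT-PCR (Figure 1C), *Runx1* was lower in *Runx1* KO ovaries.

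**Figure D1:**
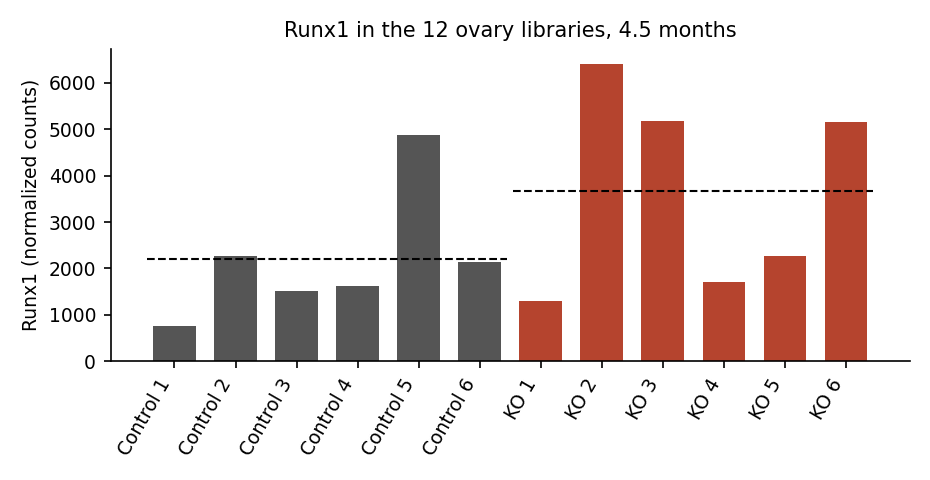
*Runx1* normalized counts (vertical axis) in each of the 6 control (grey) and 6 *Runx1* KO (red) ovary libraries at 4.5 months, with the group means as dashed lines. Control 5 and *Runx1* KO 2, 3 and 6 lie between 4874 and 6407, and the other 8 libraries between 756 and 2261.

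The ovaries were those of 6 control mice (*Nr5a1*-Cre+/+; *Runx1*+/f, which carry no Cre transgene) and 6 *Runx1* KO mice (*Nr5a1*-Cre+/Tg; Runx1f/−), each mouse a biological replicate and each sequenced as its own stranded mRNA library with paired-end reads. For the isolation of RNA the paper refers to its RT-PCR section, in which ovaries were collected on the day of ovulation. The first principal component (31.2% of the variance) set control 1 and *Runx1* KO 1 apart from the rest, and these held 88514 and 30483 normalized counts of *Cyp17a1*, the enzyme of androgen synthesis in theca cells, where the other libraries held 51 to 6723. On the second component (24.1%), control 5 and *Runx1* KO 2, 3 and 6 lay farthest to one side. Its mean was -15.3 ± 22.1 in control and 15.3 ± 23.7 in *Runx1* KO libraries (SD, n = 6 each, two-sided exact permutation test, p = 0.0498, tested after the libraries had been seen), and that of the first component -1.87 ± 33.8 and 1.87 ± 30.6 (p = 0.773). The 4 libraries held 10749 to 18142 normalized counts of *Adamts1*, a protease induced in granulosa cells at ovulation, where the other 8 libraries held 1717 to 3457. Of other genes induced at ovulation, *Ptgs2*, *Tnfaip6*, *Edn2* and *Timp1* were also highest in these 4 libraries. *Ereg*, *Btc* and *Plat* overlapped with the other 8. So did *Pgr* (32 to 62 against 39 to 99), *Has2* (9 to 13 against 7 to 22) and *Cebpb* (1599 to 3046 against 1378 to 3753), which were not raised. The mean log2 level of these 11 genes, chosen after the libraries had been seen, was 7.23 ± 0.55 (SD, n = 6) in control and 7.79 ± 0.66 (SD, n = 6) in *Runx1* KO ovaries (two-sided exact permutation test, p = 0.119). With this level as a covariate, the log2 fold change of *Runx1* was -0.07 (standard error 0.24), so its sign was not settled.
The authors aligned the fragments to mm10 with STAR (2.5.2b), counted those over the disjoint exons of each RefSeq gene with featureCounts of Subread (1.5.2), and divided the counts by a DESeq2 size factor per library. The deposited values are these normalized counts rounded to whole numbers, for 27179 genes. They are no longer counts of fragments, so each gene was tested with limma, with an intensity trend, on log2(value + 1), which understates the fold change of genes with low values. The test took the 15886 genes with a mean of at least 10 normalized counts over the 12 libraries, was two-sided, and called genes at a Benjamini-Hochberg adjusted p under 0.1, the false discovery rate that the paper uses. The fragments assigned to genes, estimated from the pattern that rounding leaves in the low values, were 29366000 to 36956000 per control library (median 32067000) and 30452000 to 35739000 per *Runx1* KO library (median 32979500). In data simulated for this comparison from the 15886 genes, the test recovered 63% of genes changed 1.5-fold, 85.7% of those changed 2-fold and 96.4% of those changed 4-fold, and 8.3% of its calls were false. The changed genes were drawn from those with a mean of at least 50, so recovery of lower genes was not measured. Each gene was simulated independently, so differences that many genes share between libraries were left out.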

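Of the 15886 genes tested, 141 passed the threshold between *Runx1* KO and control ovaries (1332 at an unadjusted p under 0.05). The smallest adjusted p belonged to *Nr6a1*, which encodes an orphan nuclear receptor. It rose 3.27-fold, from 460 ± 62.5 (SD, n = 6) to 1504 ± 114 normalized counts (SD, n = 6), a log2 fold change of 1.72 (standard error 0.092, adjusted p = 2.2e-06 from limma). *Nr6a1* lies on chromosome 2 from 38723374 to 38926461, beside *Nr5a1* (38692660 to 38714542), the gene whose name the Cre transgene carries. *Nr5a1* itself, a regulator of steroidogenesis, had a log2 fold change of 0.86 (standard error 0.28, adjusted p = 0.363 from limma), with all 6 *Runx1* KO libraries above the control median. It passed with sample quality weights (adjusted p = 0.0320) and with the replicate number as a block (0.00841). It also passed without both libraries numbered 1, a fit chosen after the data had been seen (0.0121), over a range of 0.00841 to 0.414 across the settings. *Eya4*, a transcriptional coactivator, rose from 27.0 ± 8.56 to 163 ± 33.7 normalized counts (SD, n = 6 each, adjusted p = 3.9e-04 from limma). The number of genes past the threshold was 87 with a minimum mean of 50, 77 at an adjusted p under 0.05 and 1274 with sample quality weights in limma.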

Gene expression analysis identified 349 genes that were differentially expressed (DEG) between the two groups (Figure 5A; Supplementary Dataset S1; Supplementary Figure S2A,B). Among these 349 genes, 164 were upregulated and 185 were downregulated in *Runx1* KO ovaries. 

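Here 57 genes were higher and 84 were lower in *Runx1* KO ovaries, with a median fold of 1.90 among the higher and 2.30 among the lower genes. *Tcap*, which encodes the titin cap protein of muscle, rose from 18.7 ± 11.6 to 174 ± 91.4 normalized counts (SD, n = 6 each, adjusted p = 0.00437 from limma). *Hhatl*, related to hedgehog acyltransferase, rose from 14.0 ± 7.56 to 122 ± 49.4 (SD, n = 6 each), and *Srd5a2*, a steroid 5-alpha reductase, from 194 ± 47.9 to 753 ± 432 (SD, n = 6 each). *Lgals2*, a galectin, fell 4.25-fold from 201 ± 40.9 to 47.2 ± 17.7 normalized counts (SD, n = 6 each, adjusted p = 0.00261 from limma). *Myh14*, a nonmuscle myosin heavy chain, fell 4.08-fold and the kallikrein *Klk1* fell 3.99-fold. In 46 of the 57 higher genes and 59 of the 84 lower genes, every *Runx1* KO library lay beyond every control library, as the test that picked these genes favors. Among all 15886 genes tested, 62 were separated upward and 77 downward, where chance gives 0.108% per direction, or 17.2 genes. With a minimum mean of 50, 42 genes were higher and 45 lower; at an adjusted p under 0.05, 37 and 40; and with sample quality weights, 622 and 652.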

Gene ontology (GO) analyses revealed that the top mis-regulated GO biological processes were related to epithelial cell development/morphogenesis, tight junctions, and cell-cell adhesion (Figure 5B). For instance, there was significant downregulation of tight junction Claudin (*Cldn*) genes *Cldn3/4/7* (Figure 5E and Supplementary Figure S2A,B). 

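Genes that define epithelial cells were lower in *Runx1* KO ovaries. Of 25 tested genes of epithelial identity, listed before the deposited values were opened but after the paper on these libraries had been read, 8 fell and none rose at the threshold of limma (1 higher at an unadjusted p under 0.05; 1 higher and 14 lower when adjusted over the list alone). The 8 include *Grhl2* and *Grhl3*, grainyhead transcription factors of epithelia, the epithelial adhesion molecule gene *Epcam*, the membrane serine protease genes *St14* and *Prss8*, and *Spint1*, which encodes an inhibitor of such proteases. *Grhl2* fell 3.91-fold, a log2 fold change of -1.80 (standard error 0.34, adjusted p = 0.0405 from limma, n = 6 per genotype). *St14* fell from 189 ± 46.9 to 55.8 ± 10.0 normalized counts (SD, n = 6 each) and *Prss8* from 107 ± 30.0 to 42.5 ± 12.5 (SD, n = 6 each), with every *Runx1* KO library below every control library in both genes. *Epcam* had a log2 fold change of -1.18 (standard error 0.21) and *Ap1m2*, a clathrin adaptor subunit of epithelial cells, one of -0.91 (standard error 0.16). The keratins of simple epithelia did not pass the threshold in the reported fit. *Krt8* had a log2 fold change of -0.32 (standard error 0.14), *Krt18* one of -0.34 (standard error 0.11) and *Krt19* one of 0.63 (standard error 0.21). The median log2 fold change of the list was -0.38, with 21 values below and 4 above 0. The list was lower than the other tested genes (camera with a preset correlation of 0.01, two-sided, adjusted p = 7.4e-13 over 26 lists, adjusted p = 0.00944 with an estimated correlation), and called genes were enriched in it (one-sided Fisher's exact test, adjusted p = 7.8e-10). The call of *Grhl2* ended with the ovulation genes as a covariate, a setting chosen after the data had been seen (log2 fold change -1.71, adjusted p = 0.117; 0.00643 to 0.117 over the settings). In the same setting *Krt8* was called as lower (log2 fold change -0.53, adjusted p = 0.0501, range over the settings 0.0501 to 0.627).

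**Figure D2:**
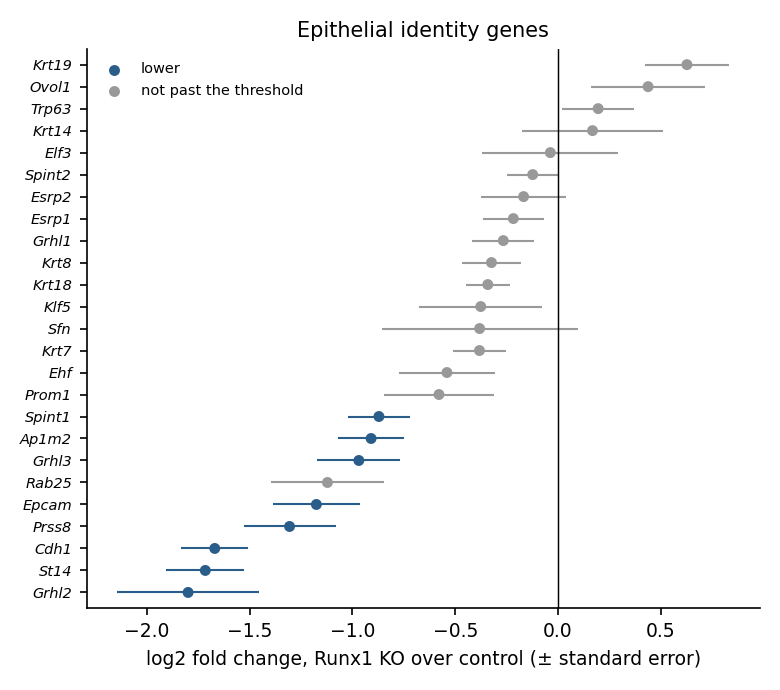
Log2 fold change of *Runx1* KO over control ovaries (horizontal axis, point) with its standard error (bar) for each of the 25 tested genes of epithelial identity, 6 libraries per genotype. Blue points are the 8 genes that fell, and grey points the genes that did not pass the threshold.

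From the Gene Ontology terms found among its differentially expressed genes, the paper concludes that the genes altered in *Runx1* KO ovaries are associated with epithelium development and tight junctions.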

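Claudins are the transmembrane proteins that seal the space between neighboring epithelial cells. *Cldn7* (chromosome 11, 69964779 to 69967886) fell 5.70-fold, from 43.7 ± 16.1 (SD, n = 6) normalized counts in control to 7.67 ± 3.61 (SD, n = 6) in *Runx1* KO ovaries. Its log2 fold change was -2.41 (standard error 0.39, adjusted p = 0.0170 from limma), and every *Runx1* KO library lay below every control library. *Cldn4* (chromosome 5, 134945123 to 134946934) fell 2.50-fold, from 84.2 ± 29.5 (SD, n = 6) to 33.7 ± 7.58 normalized counts (SD, n = 6), a log2 fold change of -1.25 (standard error 0.26, adjusted p = 0.0579 from limma). *Cldn3*, on the same chromosome from 134986214 to 134987476, had 181 ± 24.3 (SD, n = 6) and 112 ± 35.1 normalized counts (SD, n = 6), a log2 fold change of -0.74 (standard error 0.20). Its adjusted p was 0.203 over all genes tested in limma and 0.0198 adjusted over the list alone, and 6 of 6 *Runx1* KO libraries lay below the control median (two-sided exact permutation test, p = 0.00433). The paper picked *Cldn3* on these same libraries, so the list adjustment and the permutation test are not independent evidence. With the ovulation genes as a covariate, *Cldn4* no longer passed (log2 fold change -0.999, adjusted p = 0.178; 0.00680 to 0.178 over the settings).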

Tight junctions are important for cell adhesion, polarity, growth, migration, and paracellular permeability, and their destabilization is associated with malignancy [17]. 

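Among the listed tight junction, cadherin and desmosome genes, which are not all particular to epithelia, the called ones went both ways. Of 33 tested tight junction genes, 3 fell (*Cldn4*, *Cldn7* and *Marveld3*) and 1 rose (*Jam2*), with 5 higher and 10 lower when adjusted over the list alone. *Marveld3*, a relative of occludin, fell from 36.0 ± 5.83 to 10.2 ± 5.08 normalized counts (SD, n = 6 each), a log2 fold change of -1.81 (standard error 0.25, adjusted p = 0.00579 from limma). *Jam2* (chromosome 16, 84774123 to 84826380), a junctional adhesion molecule that endothelial cells also carry, rose from 3016 ± 406 to 4694 ± 320 normalized counts (SD, n = 6 each), a log2 fold change of 0.65 (standard error 0.087, adjusted p = 0.00437 from limma). *Runx1* lies on the same chromosome, and a strain segment linked to its alleles was not tested for *Jam2*. *Tjp1*, which encodes a scaffold protein of tight junctions, had a log2 fold change of 0.03 (standard error 0.084) and did not pass. Of 15 tested cadherins, 1 rose (*Cdh23*) and 1 fell (*Cdh1*), with 3 higher and 5 lower when adjusted over the list alone. Of 10 tested desmosome genes, *Evpl*, which encodes envoplakin, fell (log2 fold change -0.79, standard error 0.16, adjusted p = 0.0508 from limma) and none rose in limma (0 at an unadjusted p under 0.05), with 0 higher and 1 lower when adjusted over the list alone. Called genes were enriched among tight junction genes (one-sided Fisher's exact test, adjusted p = 0.00259) and cadherins (adjusted p = 0.0660), and the test did not pass for desmosomes (adjusted p = 0.317). The lists were set after the paper had been read, and it names *Cldn4*, *Cldn7*, *Cdh1* and *Cdh23* from these libraries. The enrichment is therefore not independent of the paper's calls. As sets, none of the 3 lists passed against the other tested genes in the reported fit (camera, adjusted p = 0.138, 0.328 and 0.235, and 0.578, 0.756 and 0.578 with an estimated correlation). Tight junctions passed camera without a filter on low values (adjusted p = 0.0388), with sample quality weights (0.0883) and with the ovulation genes as a covariate (0.0828). With a minimum mean of 50 the enrichment of tight junctions and cadherins ended (adjusted p = 0.128, range over the settings 1.7e-05 to 0.128, and 0.270, range 2.1e-04 to 0.466), as did that of cadherins at an adjusted p under 0.05 for the genes (0.457) and with the ovulation genes as a covariate (0.466).

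**Figure D3:**
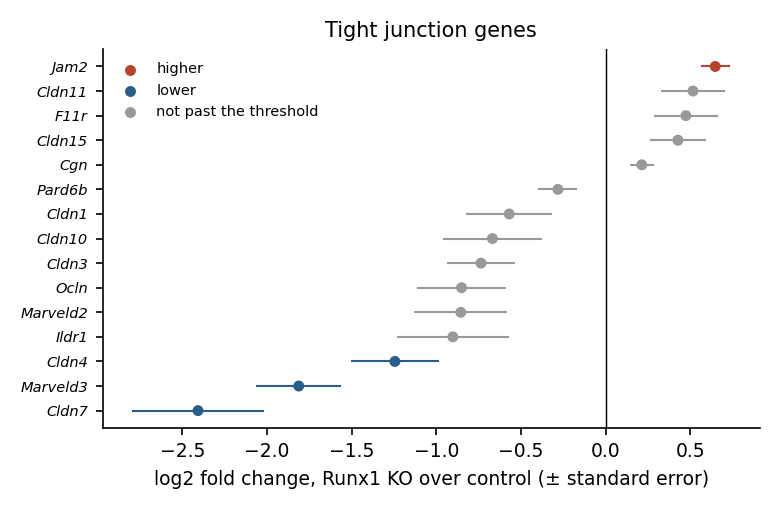
Log2 fold change of *Runx1* KO over control ovaries (horizontal axis, point) with its standard error (bar) for the 5 higher and 10 lower tight junction genes that pass when adjusted over the list alone, 6 libraries per genotype. *Jam2* is the red point (higher), *Cldn4*, *Marveld3* and *Cldn7* are the blue points (lower), and grey points did not pass the threshold over all genes tested.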

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis also revealed mis-regulation of tight junctions and cell adhesion (Figure 5C). It is unclear whether mis-regulation of genes in epithelial cell development/morphogenesis and tight junctions involves the surface epithelium itself or the granulosa cells, as adult granulosa cells originate from the ovarian surface epithelium during neonatal development of the ovary [18,19]. It is, however, worth noting that aged *Runx1* KO ovaries displayed irregular ovarian surface epithelium with some invaginations (Supplementary Figures S1 and S3).

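Markers of the ovarian surface epithelium did not move as a group. Of 12 tested markers, none rose or fell at the threshold of limma (2 higher and 3 lower at an unadjusted p under 0.05, and the same numbers when adjusted over the list alone). Their median log2 fold change was -0.12. *Upk3b*, an uroplakin of the mesothelium, had 2182 and 2499 normalized counts on average in control and *Runx1* KO ovaries (log2 fold change 0.19, standard error 0.18), and *Wt1*, also active in granulosa cells, 2874 and 3225 (log2 fold change 0.18, standard error 0.10). Of 15 granulosa cell markers, *Amh* fell and none rose (0 at an unadjusted p under 0.05; 0 higher and 1 lower when adjusted over the list alone). Their median log2 fold change was -0.26, with 13 of 15 values below 0. By camera the granulosa cell markers were lower than the other tested genes (adjusted p = 0.0110, adjusted p = 0.578 with an estimated correlation), and surface epithelium markers were not (adjusted p = 0.660, adjusted p = 0.890 with an estimated correlation). Of 12 tested markers of the oviduct epithelium, which can adhere to a dissected ovary, none rose or fell in limma (1 higher and 2 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone). Their median log2 fold change was -0.02 (camera, adjusted p = 0.601, adjusted p = 0.777 with an estimated correlation). With the ovulation genes as a covariate, called genes were enriched among surface epithelium markers (one-sided Fisher's exact test, adjusted p = 0.0308; 0.0308 to 1 over the settings). The shift of the granulosa cell markers also ended with the ovulation genes as a covariate (adjusted p = 0.551; 0.00101 to 0.578 over the settings).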

Next, we used DisGeNet, a platform integrating information on human disease-associated genes and variants [20], to identify the pathways linked to human diseases. We found an association of differentially expressed genes with metaplasia (Figure 5D). The differentially expressed genes were also associated with formation of cysts, pseudohermaphroditism, as well as malignant neoplasm of the ovary, epithelial ovarian cancer, and ovarian carcinoma (Figure 5D). 

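*Cdh1* lies on chromosome 8 from 106603368 to 106670246, with 16 annotated exons, and its product joins neighboring epithelial cells at adherens junctions. It fell 3.23-fold, from 634 ± 160 (SD, n = 6) normalized counts in control to 196 ± 32.4 (SD, n = 6) in *Runx1* KO ovaries. The log2 fold change was -1.67 (standard error 0.16, adjusted p = 4.6e-04 from limma). The highest *Runx1* KO library held 225 normalized counts and the lowest control library 454, a separation of the groups in which the two-sided exact permutation test gives p = 0.00216, the smallest that 6 libraries against 6 allow.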

Among the differentially expressed gene that were associated with ovarian cancers, *Cdh1*, encoding E-Cadherin, was strongly downregulated in *Runx1* KO ovaries. Downregulation of *Cdh1* impairs epithelial cell adhesion and is associated with ovarian epithelial cancer [21,22]. On the other hand, other genes coding for other cadherins such as *Cdh13* and *Cdh23* were significantly upregulated. 

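*Cdh23* (chromosome 10, 60302750 to 60696490), a cadherin known from the tip links of hair cells, rose 2.81-fold, from 68 ± 24.2 (SD, n = 6) to 191 ± 56.2 normalized counts (SD, n = 6). Its log2 fold change was 1.53 (standard error 0.34, adjusted p = 0.0814 from limma). *Cdh13* (chromosome 8, 118283755 to 119323448), which encodes T-cadherin, anchored to the membrane by a lipid, had 154 ± 77.0 (SD, n = 6) and 315 ± 70.3 normalized counts (SD, n = 6), a ratio of 2.05. Its log2 fold change of 1.143 (standard error 0.28) had an adjusted p of 0.128 over all genes tested in limma and of 0.00537 adjusted over the list alone. In 6 of 6 *Runx1* KO libraries *Cdh13* lay above the control median (two-sided exact permutation test, p = 0.00866). As the paper picked *Cdh13* on these libraries, the last 2 values carry that choice. Among the other cadherins, N-cadherin (*Cdh2*) had a log2 fold change of 0.11 (standard error 0.13) and the endothelial *Cdh5* one of -0.17 (standard error 0.081), and neither passed the threshold. The call of *Cdh23* ended with a minimum mean of 50, at which its adjusted p was 0.107, and with the ovulation genes as a covariate (0.249), over a range of 0.00120 to 0.249 across the settings.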

Poly [ADP-ribose] polymerase 1 (*Parp1*), a DNA damage repair enzyme significantly increased in several malignant tissues [23], was upregulated in *Runx1* KO ovaries (Figure 5E and Supplementary Figure S2A,B). 

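*Parp1* (chromosome 1, 180568975 to 180601254) had 7950 ± 246 (SD, n = 6) normalized counts in control and 8664 ± 336 (SD, n = 6) in *Runx1* KO ovaries, a ratio of 1.09. A log2 fold change of 0.12 (standard error 0.045) did not pass the threshold, with an adjusted p of 0.449 over all genes tested in limma and of 0.345 adjusted over the list alone. In 6 of 6 *Runx1* KO libraries *Parp1* lay above the control median (two-sided exact permutation test, p = 0.00649). That unadjusted test is not independent of the paper, which picked *Parp1* on these libraries. Of 20 tested genes of DNA damage repair, none rose or fell in limma (1 higher and 0 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone). Their median log2 fold change was -0.03 (camera, adjusted p = 0.880, adjusted p = 0.938 with an estimated correlation, enrichment of called genes by one-sided Fisher's exact test, adjusted p = 1). *Brca1* and *Brca2*, of homologous recombination, had log2 fold changes of -0.15 (standard error 0.18) and -0.13 (standard error 0.15).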

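*Amh*, the gene of anti-Müllerian hormone, which granulosa cells of growing follicles secrete, lies on chromosome 10 from 80805248 to 80807648. It fell 1.82-fold, from 8429 ± 1614 (SD, n = 6) normalized counts in control to 4635 ± 1260 (SD, n = 6) in *Runx1* KO ovaries. The log2 fold change was -0.88 (standard error 0.18, adjusted p = 0.0524 from limma; 0.00440 adjusted over the list alone), and 6 of 6 *Runx1* KO libraries lay below the control median (two-sided exact permutation test, p = 0.00433). With the ovulation genes as a covariate the log2 fold change was -0.91 and the call ended (adjusted p = 0.102; 0.0206 to 0.102 over the settings).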

Finally, *Amh* was downregulated in *Runx1* KO ovaries, consistent with the lack of AMH protein in follicle-like lesions (Figure 4B). On the other hand, *Foxl2* expression was not significantly changed (Figure 5E and Supplementary Figure S2A,B).

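*Foxl2* (chromosome 9, 98955607 to 98958126), a transcription factor that maintains granulosa cell identity, had 7493 ± 1208 (SD, n = 6) normalized counts in control and 7109 ± 1156 (SD, n = 6) in *Runx1* KO ovaries. The log2 fold change was -0.07 (standard error 0.13, adjusted p = 0.910 from limma), and 4 of 6 *Runx1* KO libraries lay below the control median (two-sided exact permutation test, p = 0.587). With the ovulation genes as a covariate it was 0.13, so its sign was not settled. The inhibin subunit genes *Inha* and *Inhbb*, other products of granulosa cells, had log2 fold changes of -0.42 (standard error 0.39) and -1.49 (standard error 0.66), and neither passed the threshold. *Amhr2*, the receptor for anti-Müllerian hormone, had one of 0.22 (standard error 0.17).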

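Of 52 tested components of the Wnt pathway (ligands, receptors, secreted modulators and the beta-catenin machinery), 1 rose (*Fzd10*) and 1 fell (*Notum*), with 4 higher and 2 lower when adjusted over the list alone. *Notum* encodes a secreted enzyme that inactivates Wnt ligands. It fell 1.86-fold, a log2 fold change of -0.87 (standard error 0.20, adjusted p = 0.0889 from limma, n = 6 per genotype). *Wnt4*, a ligand that acts in ovarian development, had a log2 fold change of 0.94 (standard error 0.44), and *Ctnnb1*, which encodes beta-catenin, one of 0.12 (standard error 0.14), and neither passed. The median of the list was 0.02, with 28 values above and 24 below 0. The list was not shifted (camera, adjusted p = 0.434, adjusted p = 0.777 with an estimated correlation), and called genes were not enriched in it at the threshold (one-sided Fisher's exact test, adjusted p = 0.317). Of 16 tested target genes of Wnt/beta-catenin signaling, *Notum* fell and none rose (0 at an unadjusted p under 0.05; 0 higher and 1 lower when adjusted over the list alone), with a median log2 fold change of 0.00 (camera, adjusted p = 0.880, adjusted p = 0.938 with an estimated correlation, enrichment, adjusted p = 0.384). The target genes *Axin2* and *Lef1* had log2 fold changes of 0.37 (standard error 0.18) and -0.26 (standard error 0.15). The call of *Notum* ended without a filter on low values (adjusted p = 0.141), with every library scaled to the same total (0.120) and with the replicate number as a block (0.173). It also ended with the ovulation genes as a covariate (0.176), over a range of 0.0301 to 0.176 across the settings.

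**Figure D4:**
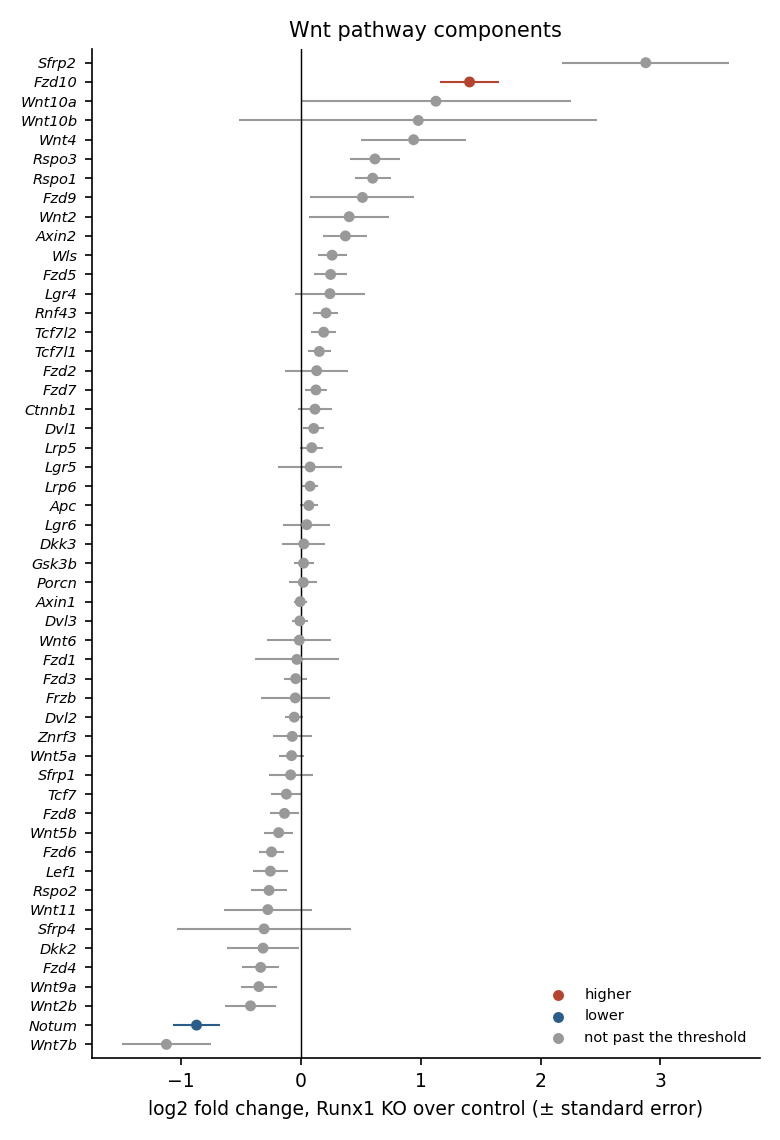
Log2 fold change of *Runx1* KO over control ovaries (horizontal axis, point) with its standard error (bar) for each of the 52 tested Wnt pathway components, 6 libraries per genotype. *Fzd10* is the red point (higher), *Notum* the blue point (lower), and grey points did not pass the threshold.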

Other than the tight junction and cell adhesion genes, the Wnt signaling pathway, which is involved in granulosa cell tumor development in mice [15,24], was also significantly mis-regulated (Figure 5C and Figure 6A and Supplementary Figure S2A,B). For instance, the WNT receptor Frizzled-10 (*Fzd10*) was upregulated and was found upregulated in human granulosa cell tumors [25] and colorectal cancer [26]. 

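*Fzd10* lies on chromosome 5 from 128601106 to 128604093, in 1 exon. It rose 2.64-fold, from 24.3 ± 9.07 (SD, n = 6) to 64.3 ± 14.8 normalized counts (SD, n = 6), a log2 fold change of 1.41 (standard error 0.24, adjusted p = 0.0226 from limma). Every *Runx1* KO library lay above every control library, the closest values being 43 and 40. Among the other frizzled receptors, *Fzd1* had a log2 fold change of -0.03 (standard error 0.35) at a mean of 2729 normalized counts. *Fzd4* had one of -0.34 (standard error 0.16) at a mean of 1269, and neither passed the threshold.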

Secreted Frizzled Related Protein 2 (*Sfrp2*), which acts as both an activator or a repressor of the Wnt/β-catenin pathway [27], was also significantly upregulated in the *Runx1* KO ovaries (Figure 6A). 

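*Sfrp2* (chromosome 3, 83766321 to 83774314) had 241 ± 184 (SD, n = 6) normalized counts in control and 1841 ± 1571 (SD, n = 6) in *Runx1* KO ovaries, a ratio of 7.65. The spread within the *Runx1* KO group was wide, from 275 to 4644, and its lowest library lay inside the control range of 41 to 539. Its log2 fold change of 2.88 (standard error 0.70) had an adjusted p of 0.121 over all genes tested in limma and of 0.0209 adjusted over the list alone. In 6 of 6 *Runx1* KO libraries *Sfrp2* lay above the control median (two-sided exact permutation test, p = 0.00649). *Sfrp2* too was picked by the paper on these libraries, so list adjustment and permutation test carry that choice. The related genes *Sfrp1* and *Sfrp4* had log2 fold changes of -0.09 (standard error 0.18) and -0.31 (standard error 0.73).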

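*Rspo1* lies on chromosome 4 from 124986430 to 125009099. It had 384 ± 66.0 (SD, n = 6) normalized counts in control and 586 ± 126 (SD, n = 6) in *Runx1* KO ovaries, a ratio of 1.52. Its log2 fold change of 0.60 (standard error 0.15) had an adjusted p of 0.136 over all genes tested in limma and of 0.0209 adjusted over the list alone, and 6 of 6 *Runx1* KO libraries lay above the control median (two-sided exact permutation test, p = 0.00433). Because the paper picked *Rspo1* on these libraries, list adjustment and permutation test are not independent evidence. The lowest *Runx1* KO library held 470 and the highest control library 481 normalized counts. The related R-spondins *Rspo2* and *Rspo3* had log2 fold changes of -0.27 (standard error 0.15) and 0.62 (standard error 0.21), and neither passed the threshold.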

Finally, R-spondin1 (*Rspo1*), a potentiator of the canonical Wnt/β-catenin pathway in granulosa cell differentiation and granulosa cell tumor development [15,28], was upregulated in the *Runx1* KO ovaries (Figure 6A). To determine what cell population expressed *Rspo1*, we performed RNA-scope for *Rspo1* transcript in 4.5-month-old control and *Runx1* KO ovaries (Figure 6B). *Rspo1* was detected in small and secondary follicles in both control and Runx1 KO ovaries. In *Runx1* KO ovaries, *Rspo1* was also detected in a subset of follicle-like lesions (arrowheads), while some follicle-like lesions presented little to no *Rspo1* expression (arrows). Overexpression of *Rspo1* in the mouse ovary has been associated with the development of granulosa cell tumors [15].

Finally, we compared the differentially expressed genes (DEGs) in our model with the published dataset for TGFBR1-CA ovaries, a mouse model of granulosa cell tumors caused by constitutively active TGFβ signaling [29]. There was little overlap among the genes differentially expressed in the two models (Supplementary Figure S2C). 

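Supplementary Figure S2C lists 38 genes that were differentially expressed in both models, out of the paper's 349 genes for *Runx1* KO and 721 for TGFBR1-CA ovaries. If lists of these sizes were drawn independently from the 15886 genes tested, 15.8 shared genes would be expected, and 38 is 2.40 times that number (one-sided exact hypergeometric test, p = 5.4e-07). Over the 22076 genes with any value above 0, 11.398 would be expected (the same exact test, p = 9.2e-11). In 20 of the 38 genes the paper's direction was the same in both models and in 18 it was opposite (two-sided exact binomial test, p = 0.871). The other genes of the TGFBR1-CA list were not used here.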

Among the 349 DEGs in *Runx1* KO, only 14 DEGs were co-upregulated, and 6 DEGs were co-downregulated with the TGFBR1-CA model. For instance, both models presented a significant upregulation of genes involved in extra-cellular matrix remodeling, such as Matrix metalloproteinase-9 (*Mmp9*) and Fibroblast Growth Factor 7 (*Fgf7*), and an upregulation of Cadherin 6 (*Cdh6*), involved in cell−cell adhesion. Such little overlap among the DEGs suggested that different signaling pathways are involved in these two mouse models.

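Of the 14 genes that the paper lists as up in both models, 13 were tested, and all 13 were above 0 in *Runx1* KO ovaries, with a median log2 fold change of 0.85. *Klhl40* (a kelch protein of muscle), *Mmp9* and *Tmem114* passed the threshold. *Klhl40* had the largest value of the 13, a log2 fold change of 2.01 (standard error 0.45, adjusted p = 0.0837 from limma). The 6 genes listed as down in both models were all below 0, with a median of -0.87, and *Cntn4*, a contactin of neurons, passed (log2 fold change -1.47, standard error 0.34, adjusted p = 0.0952 from limma). Of the 9 genes listed as up in TGFBR1-CA and down in *Runx1* KO ovaries, 5 passed (*Aard*, *Casq2*, *Dpep1*, *Itgbl1* and *Ltbp2*) with a median of -0.93. Of the 9 listed as down in TGFBR1-CA and up in *Runx1* KO ovaries, 4 passed (*Fbxo41*, *Grik3*, *Kcnt1* and *Srgap3*) with a median of 0.78. The paper chose these 38 genes on the same 12 libraries, so their direction here is not independent evidence. The call of *Aard* ended with every library at the same total (adjusted p = 0.107) and with the replicate number as a block (0.102). It also ended with the ovulation genes as a covariate (0.207), over a range of 0.0290 to 0.207 across the settings. The call of *Cntn4* ended with no filter on low values, with a minimum mean of 50, with every library at the same total and at an adjusted p under 0.05, where none of the 6 genes of the second group passed. Of the first group, 2 genes passed with no filter and with a minimum mean of 50, and 1 at an adjusted p under 0.05. With sample quality weights, 12 genes of the first group and 6 of the second passed.

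**Figure D5:**
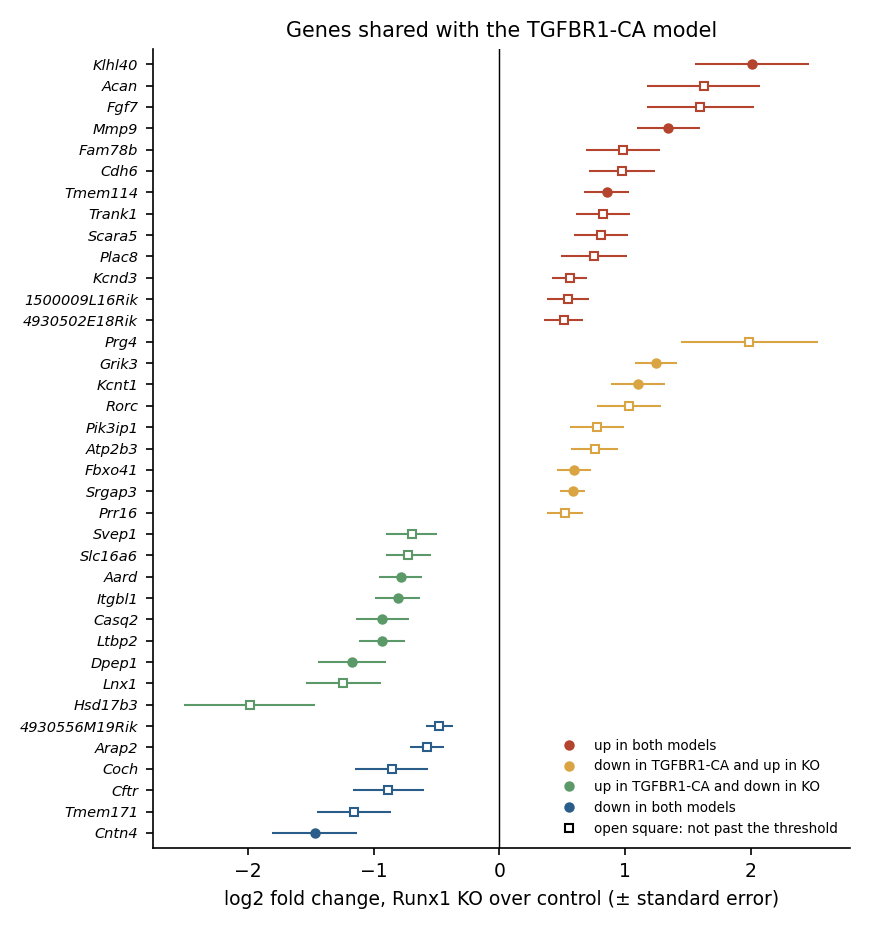
Log2 fold change of *Runx1* KO over control ovaries (horizontal axis, marker) with its standard error (bar) for the 37 tested genes shared with the TGFBR1-CA model, colored by the 4 groups of Supplementary Figure S2C. Filled circles passed the threshold and open squares did not.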

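*Mmp9* (chromosome 2, 164948251 to 164955846), a gelatinase that degrades basement membrane collagen, rose 2.46-fold, from 252 ± 92.3 (SD, n = 6) to 619 ± 150 normalized counts (SD, n = 6). Its log2 fold change was 1.35 (standard error 0.25, adjusted p = 0.0336 from limma), and every *Runx1* KO library lay above every control library. *Fgf7* (chromosome 2, 126034658 to 126091185), a growth factor that stromal cells send to epithelia, had 46.7 ± 18.4 (SD, n = 6) and 152 ± 79.9 normalized counts (SD, n = 6), a log2 fold change of 1.60 (standard error 0.43, adjusted p = 0.180 from limma, two-sided exact permutation test, p = 0.00649). *Cdh6* (chromosome 15, 13034200 to 13173639) had 18.0 ± 6.26 (SD, n = 6) and 36.2 ± 11.41 normalized counts (SD, n = 6), a log2 fold change of 0.98 (standard error 0.26, adjusted p = 0.191 from limma, two-sided exact permutation test, p = 0.00866). For both *Fgf7* and *Cdh6*, 6 of 6 *Runx1* KO libraries lay above the control median. Both genes were picked by the paper on these libraries, so their permutation tests carry that choice. Of 33 tested genes of matrix remodeling, *Mmp9* rose and the protease gene *Adamts16* fell, with 2 higher and 3 lower when adjusted over the list alone. *Adamts16* had a log2 fold change of -1.68 (standard error 0.32, adjusted p = 0.0405 from limma). The median of the list was 0.11 (camera, adjusted p = 0.328, adjusted p = 0.777 with an estimated correlation, enrichment of called genes by one-sided Fisher's exact test, adjusted p = 0.224). Camera passed for this list with sample quality weights (adjusted p = 0.0763, range over the settings 0.0763 to 0.777), and enrichment at an adjusted p under 0.05 for the genes (adjusted p = 0.0963, range 0.0963 to 0.279).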

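Of 33 tested genes of TGF-beta superfamily signaling, none rose or fell in *Runx1* KO ovaries at the threshold of limma (1 higher and 1 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone). *Tgfbr1*, the receptor gene that is constitutively active in the other model, had a log2 fold change of 0.31 (standard error 0.15). Its ligand gene *Tgfb2* had one of 0.24 (standard error 0.11) and *Inhba*, an activin subunit of granulosa cells, one of -1.72 (standard error 0.95). The intracellular mediators *Smad2*, *Smad3* and *Smad4* had log2 fold changes of 0.02 (standard error 0.084), 0.13 (standard error 0.071) and 0.06 (standard error 0.053). The median of the list was 0.02 (camera, adjusted p = 0.534, adjusted p = 0.777 with an estimated correlation, enrichment, adjusted p = 1). No library of the TGFBR1-CA model was analysed here.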

## 3. Discussion

RUNX1 has been associated with various types of cancers, particularly hematological malignancies and cancers of epithelial origins. Here, we showed that in the mouse adult ovary, *Runx1* was expressed in the supporting granulosa cells and the ovarian surface epithelium. These two cell populations are the source of two different types of ovarian cancers both in humans and in mouse models. Therefore, we suspected that *Runx1* misexpression could result in either or both ovarian tumor types. Using a conditional knockout of *Runx1* in the somatic cells of the ovary, we discovered that *Runx1* loss led to abnormal follicle-like lesions in young mice and appearance of ovarian tumors in aged mice. The follicle-like lesions consisted of quiescent FOXL2+ granulosa cells that improperly differentiated, failing to express the granulosa cell marker AMH that is normally expressed in granulosa cells from the primary to pre-antral follicular stage. The morphology of these granulosa cells, with a rosette-like pattern of granulosa cells capable of developing their own basement membrane [30], resembled that of granulosa cell tumors (GCT). By the age of 15 months, 27% of *Runx1* KO mice presented macroscopic ovarian tumors composed of FOXL2+ granulosa cells. Altogether, our findings showed that loss of *Runx1* in the mouse ovarian somatic cells increased the incidence of granulosa cell tumors.

There are multiple mouse models that develop these asymmetrical quiescent follicle-like lesions, such as the activation of the Wnt/β-catenin pathway [24], overexpression of *Rspo1* [15], Forkhead Box O1/O3 (*Foxo1*/3) double knockout [14], and mis-regulation of the RAS-ERK1/2 signaling pathway [31,32]. Most of these models eventually develop granulosa cell tumors. Depending on the signaling pathway altered, these models present a broad range of tumorigenesis penetrance (10% to 100%) and age of tumor appearance (from a few weeks to more than a year). It remains unclear how these quiescent lesions in younger ovaries eventually give rise to large tumors later on. While 100% of *Runx1* KO ovaries contained follicle-like lesions early on, only 27% of them developed macroscopic tumors at an advanced age. This suggested that another genetic event might be required for the transition from quiescent abnormal granulosa cells to tumors.

RNA-sequencing analysis of 4.5-month-old *Runx1* KO ovaries revealed differential expression of genes associated with ovarian cancer. For instance, *Rspo1*, a potentiator of the Wnt/β-catenin pathway in granulosa cells [28], was upregulated. Notably, a mouse model that overexpresses *Rspo1* in the ovary leads to similar phenotype as seen in our *Runx1* KO mouse model [15]. Ovaries overexpressing *Rspo1* also contain follicle-like lesions composed of quiescent granulosa cells that organize in a rosette-like pattern. Similar to our model, these abnormal granulosa cells fail to express AMH and present epithelial characteristics with the expression of keratins and altered intercellular junctions. Ovaries overexpressing *Rspo1* also developed a late onset of macroscopic tumors in 10–12% of 12-month-old females. This study concluded that ectopic RSPO1 activation in adult ovaries likely induced formation of GCTs by regulating not only canonical Wnt/β-catenin signaling activation, but also intercellular junction homeostasis in granulosa cells. The similarities between the two mouse models support the idea that the ovarian phenotypes in *Runx1* KO mice is linked to mis-regulation of Wnt/β-catenin signaling and/or cell junctions through the upregulation of *Rspo1*. Previous studies in epithelial cancers revealed an inhibitory relationship between RUNX1 and the Wnt/β-catenin signaling pathway, where *RUNX1* antagonizes the canonical β-catenin signaling. For example, in breast cancers, the loss of RUNX1 in estrogen receptor-positive mammary epithelial cells increases β-catenin signaling and stimulates cell proliferation [33]. Beside the *Rspo1* overexpression mouse model, constitutive activation of β-catenin in the mouse ovary also leads to similar abnormal follicle-like structures, composed of disorganized quiescent granulosa cells, and eventually GCT development [24]. The constitutive activation of β-catenin promotes GCT development much earlier, with a prevalence of 57% at 7.5 months of age, indicating a stronger capacity for tumorigenesis when β-catenin is directly activated. Taken together with our findings and the inhibitory relationship between the Wnt/β-catenin pathway and *Runx1*, we proposed that *Rspo1* upregulation contributes to the development of follicle-like lesions and eventually GCT in aging *Runx1* KO ovaries.

In humans, the main cause of adult GCT (97%) is a point mutation leading to the C134W substitution in the transcription factor FOXL2 [34]. This mutation appears to modify FOXL2 functions as a transcription factor [35,36,37]. Our lab previously demonstrated that transcription factors RUNX1 and FOXL2 play redundant roles in fetal granulosa cell differentiation by directly controlling the expression of common genes [10]. Considering this shared role between FOXL2 and RUNX1 in granulosa cell gene regulation, it is possible that *Runx1* misexpression contributes to granulosa cell tumors as well. RUNX1 is expressed at variable levels in human adult GCTs [16]. It is worth noting that combined comparative genomic hybridization and transcriptomic analyzes of human GCTs revealed that the *RUNX1* gene was recurrently mutated in these tumors [38]. This suggests that, together with *FOXL2* mutation, alterations of the *RUNX1* gene may contribute to GCT development in humans.

While our *Runx1* KO mouse model is associated with GCT development, genomic alterations of *RUNX1* in human ovaries have been so far mostly associated with epithelial ovarian cancer (EOC). *Runx1* KO ovaries did not display tumors of epithelial origins. However, some of the top pathways altered in the transcriptome of young adult *Runx1* KO ovaries were related to epithelium development. While this may reflect the neonatal epithelial origins of granulosa cells or the acquisition of epithelial-like characteristics by abnormal granulosa cells [18], effects of the *Runx1* KO on the surface epithelium homeostasis cannot be excluded. Indeed, aged *Runx1* KO ovaries presented defects on the ovarian surface with hyperplasia and invaginations of the epithelium. Considering the role of *Runx1* in cell differentiation, it is possible that loss of *Runx1* causes some reprogramming in the cells that normally would express *Runx1*, such as granulosa and epithelial cells. It is interesting that in our model and other mouse models of granulosa cell tumors [14,15], some abnormal granulosa cells start expressing epithelial markers. Progenitors for granulosa cells and epithelial cells share a common stemness marker, LGR5. LGR5 is a marker for stem epithelial cells at the surface of the adult ovary and is suspected to play a role in serous ovarian cancer [39,40,41]. In addition, during neo-natal and postnatal ovarian development in the mouse, granulosa cells that are derived from the surface epithelium arise from LGR5+ precursor cells [18,19]. LGR5 is a receptor for RSPO1 and is involved in the Wnt signaling. It would be interesting to further explore the potential role of *Lgr5* in the defects in granulosa cell differentiation and development of follicle-like lesions. 

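*Lgr5* (chromosome 10, 115450314 to 115587780) had 1043 ± 377 (SD, n = 6) normalized counts in control and 1064 ± 295 (SD, n = 6) in *Runx1* KO ovaries at 4.5 months. The log2 fold change was 0.08 (standard error 0.27, adjusted p = 0.960 from limma), and 3 of 6 *Runx1* KO libraries lay above the control median (two-sided exact permutation test, p = 0.924). With sample quality weights it was -0.21, so its sign was not settled. The related R-spondin receptors *Lgr4* and *Lgr6* had log2 fold changes of 0.24 (standard error 0.30) and 0.05 (standard error 0.19).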

The role of RUNX1 in tumorigenesis is complex, acting as an oncogene or a tumor suppressor, depending on the tissue or even on the cell type within the same tissue [8]. The *RUNX1* gene is frequently reported as overexpressed or amplified in different forms of epithelial cancers such as skin and colorectal cancer [7]. While a variety of the *RUNX1* gene alterations have been identified in epithelial ovarian cancer, the most common is amplification [8]. The *RUNX1* gene is overexpressed in tumors from EOC patients [9]. Furthermore, it was found that knockdown of *RUNX1* expression in EOC cells led to strong downregulation in genes involved in cell proliferation and tumorigenesis. Therefore, while RUNX1 seems to play a tumor-suppressor role in mouse granulosa cells in our model, it has a more prominent oncogenic role in human epithelial ovarian cancer. The logical next step is to investigate the effects of *Runx1* overexpression in the mouse ovarian surface epithelium and determine whether it leads to tumorigenesis. The effects of *Runx1* misexpression in epithelial cells of the reproductive tract is also worth looking into based on the fact that many EOC cases actually have an extra-ovarian origin, arising from the fallopian tube epithelium in women [41,42].

In summary, we discovered that *Runx1* is required for normal granulosa cell differentiation and prevention of ovarian tumor development in mice. The conditional knockout of *Runx1* in somatic cells of mouse ovaries leads to abnormal follicle-like lesions and an increased risk of ovarian tumor development in aged mice. These findings suggest a duality between the roles of *Runx1* as a tumor suppressor gene in mouse granulosa cells and as both a tumor suppressor and an oncogene as previously described in human epithelial ovarian cancer.

## 4. Materials and Methods

### 4.1. Mouse Models

Tg(*Runx1*-EGFP) reporter mice were purchased from MMRRC (MMRRC_010771-UCD). *Runx1*^+/−^ (B6.129S-*Runx1^tm1Spe^*/J) [43] and *Runx1^f^*^/*f*^ (B6.129P2-*Runx1^tm1Tani^*/J) [44] mice were purchased from the Jackson Laboratory (stock numbers were 005669 and 008772, respectively). The late Dr. Keith Parker provided *Nr5a1*-Cre^Tg/Tg^ mice (B6D2-Tg(Nr5a1-cre)2Klp). To generate the *Runx1* KO mice (*Nr5a1-Cre^+/Tg^; Runx1^f/^*^−^), *Runx1^f^*^/*f*^ females were crossed with *Nr5a1-Cre^+/Tg^; Runx1^+/−^* males. *Nr5a1-Cre^+/+^; Runx1^+/f^* littermates were considered as controls. 

Mouse female littermates were housed in groups of 2 to 5 in ventilated cages (Techniplast, Exton, PA, USA) under standard 12-h light/dark cycles (6:00–18:00 EST). Autoclaved NIH31 open formula (Harlan Laboratories, Madison, WI, USA) and reverse-osmosis drinking water were available ad libitum. All animal procedures were approved by the National Institutes of Health Animals Care and Use Committee and were performed in accordance with an approved National Institute of Environmental Health Sciences animal study proposal.

### 4.2. Immunofluorescence, Tunel Assay, and Histological Analyses

Ovaries were collected and fixed in 4% paraformaldehyde overnight at 4 °C. Immunofluorescence experiments were performed on either 5 μm paraffin sections or 10 μm cryosections of 4.5-month and 15-month ovaries. For paraffin sections, slides were dewaxed and rehydrated in a decreasing gradient of alcohol, followed by treatment with 0.1 mM citrate-based Antigen Unmasking Solution (Vector Laboratories, Newark, CA, USA). For both paraffin and cryosections, the slides were blocked in a blocking buffer (5% donkey serum/0.1% Triton X-100 in PBS) for 1 h at room temperature and incubated overnight at 4 °C with the primary antibodies diluted in the blocking buffer. The following day, the slides were washed three times with 0.1% Triton X-100 in PBS and incubated for 1 h at room temperature with the secondary antibodies diluted in the blocking buffer. The 4.5-month samples were then washed and counterstained with DAPI (4′,6-diamidino-2-phenylindole). To alleviate the high levels of autofluorescence in the 15-month-old ovaries due to lipofuscin accumulation [45], the samples were first quenched using the Vector^®^ TrueVIEW^®^ Autofluorescence Quenching Kit (Vector Laboratories, Newark, CA, USA) and the TrueBlack^®^ Lipofuscin Autofluorescence Quencher (Biotium, Hayward, CA, USA) following manufacturers’ instructions. The samples were mounted in ProLong Diamond Antifade Mountant (Thermo Fisher, Waltham, MA, USA). The following antibodies were used: GFP (1:300; ab13970, Abcam, Cambridge, MA, USA), FOXL2 (1:200; NB100-1277, Novus Biologicals, Littleton, CO, USA), CK8 (1:300; ab59400, Abcam), KI-67 (1:300; ab15580, Abcam), pan-LAMININ raised against laminin purified from the basement membrane of Englebreth Holm-Swarm (EHS) mouse sarcoma (1:300; Sigma L9393, MilliporeSigma, Burlington, MA, USA), and AMH (1:500; sc-6886, Santa Cruz Biotechnology, Santa Cruz, CA, USA).

Cell death was analyzed using the Roche In-Situ Cell Death Detection Kit Fluorescein (MilliporeSigma, Burlington, MA, USA). Briefly, the paraffin slides were subjected to an immunofluorescence protocol for FOXL2 and KI-67 as described above. After the secondary antibody washes, the slides were incubated in the TUNEL labeling solution for 1 h at 37 °C, washed in PBS, counterstained in DAPI and mounted. Sections for immunofluorescence and TUNEL assay were imaged under a Leica DMI4000 confocal microscope (Leica Microsystems Inc., Buffalo Grove, IL, USA). For all immunofluorescence or TUNEL experiments, at least 3 independent biological replicates were analyzed. Histological analysis was performed on 5 μm paraffin sections stained with hematoxylin and eosin. The slides were scanned using Aperio ScanScope XT Scanner (Aperio Technologies, Inc., Vista, CA, USA). 

### 4.3. RNA Extraction and Real-time PCR Analysis

Control and KO ovaries were collected at 4.5 months on the day of ovulation (control: *n*  =  7 biological replicates; KO: *n*  =  8 biological replicates). Total RNA was isolated from ovaries using the Qiagen RNeasy Mini Kit (Qiagen, Germantown, MD, USA) following the manufacturer’s instructions. RNA quality and concentration were determined using the Nanodrop 2000c (Thermo Fisher Scientific, Waltham, MA, USA). cDNA synthesis was performed with 1 μg of total RNA, random hexamers, and the Superscript II cDNA synthesis system (Invitrogen Corp., Waltham, MA, USA). Gene expression was analyzed by real-time PCR with the Bio-Rad CFX96 Real-Time PCR Detection system (Bio-Rad, Hercules, CA, USA). The following probes were used to quantify gene expression: *Runx1* (Fw: GCAGGCAACGATGAAAACTACT; Rv:GCAACTTGTGGCGGATTTGTA); *Gapdh* (Fw: TTCACCACCATGGAGAAGGC; Rv:GGCATGGACTGTGGTCATGA). 

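The *Runx1* primers match GRCm38 (GENCODE vM21) on the minus strand of chromosome 16 and amplify 161 bp of the transcript *Runx1*-201. The forward primer lies in coding exon 4, from 92689063 to 92689084, and the reverse primer in coding exon 5, from 92668761 to 92668781, of the 8 exons of that transcript. Both primer sites are shared by 3 annotated transcripts of *Runx1*.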

### 4.4. RNA Sequencing

RNA sequencing (RNA-seq) was performed on 4.5-month-old control and *Runx1* KO ovaries using 1 μg of total RNA isolated as described above (6 biological replicates/genotype). RNA-seq was performed by Active Motif (Carlsbad, CA, USA). Libraries were sequenced on Illumina NextSeq 500 as paired-end 42 bp sequencing reads. Analysis was performed in R version 3.3.3. The samples were aligned to the mouse mm10 reference genome using the STAR RNA-seq aligner (v2.5.2b) with default parameters. The number of fragments overlapping predefined genes of interest were counted using featureCounts in Subread software package (v1.5.2). The gene annotations were obtained from the NCBI RefSeq database and then adapted to create a set of disjoint exons for each gene. Normalization and differential analysis to identify statistically significant differentially expressed genes (DEGs) were performed using DESeq2 (v1.14.1) with an FDR of <0.1 (Dataset S1). The list of differentially expressed genes was analyzed for pathways and gene ontology using the online tool EnrichR [46,47,48]. The RNA-Seq data were deposited under the Gene Expression Omnibus (GEO) Accession No. GSE211241.

### 4.5. RNAscope

Samples for RNAscope were fixed in 4% paraformaldehyde overnight at 4 °C and dehydrated in gradients of ethanol. Ovaries were embedded in paraffin, sectioned at 5 μm and mounted on Fisherbrand Superfrost Plus slides (Thermo Fisher Scientific, Waltham, MA, USA). RNAscope was conducted according to RNAscope Multiplex Fluorescent Reagent Kit V2 protocol for FFPE tissue (ACD bio, Newark, CA, USA), with an *Rspo1* (479591-C2) probe. Slides were imaged under a Leica DMI4000 confocal microscope the following day.

### 4.6. Statistical Analyses

For qPCR, statistical analyses were performed using GraphPad prism 9 software (GraphPad Software Inc., San Diego, CA, USA). The normal distribution was determined using the Shapiro–Wilk test. The unpaired Student’s *t*-test was used to test for differences between the 2 groups, with *p* < 0.001 (indicated by ***). Values are presented as mean ± SEM.

## Figures and Tables

**Figure 1:**
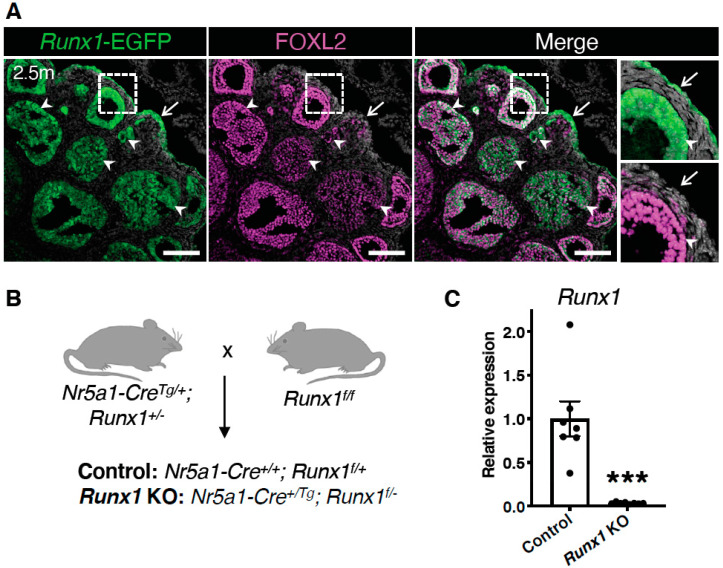
*Runx1* expression in granulosa cells and surface epithelium of adult mouse ovaries. (**A**) Detection of *Runx1*-EGFP and FOXL2 by immunofluorescence in mouse ovaries at 2.5 months of age. Grey color represents nuclei labelled with 4′,6-diamidino-2-phenylindole (DAPI). Arrows point to ovarian surface epithelium. Arrowheads point to granulosa cells. The far-right panels are higher magnifications of outlined areas. Scale bars: 250 μm. (**B**) Mating strategy for the generation of the control and *Runx1* conditional KO mice. All *Nr5a1*+ somatic cells of the ovary were targeted to create a conditional knockout. (**C**) Relative mRNA expression of *Runx1* in control and *Runx1* KO ovaries at 4.5 months (control: *n* = 7; KO: *n* = 8). Values are presented as mean ± SEM; Student t-test, *** *p* < 0.001.

**Figure 2:**
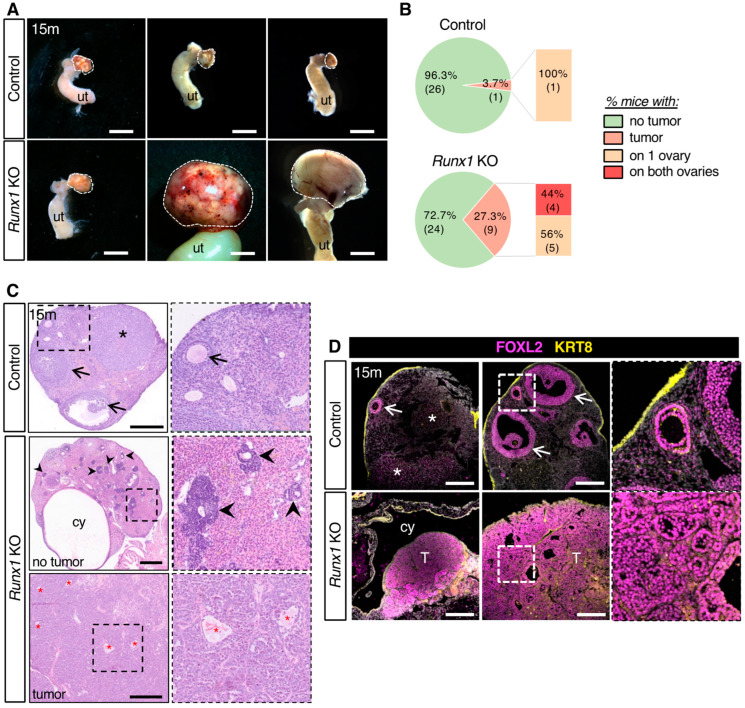
Development of ovarian tumors in aged *Runx1* knockout mice. (**A**) Macroscopic view of control and *Runx1* KO ovaries at 15 months. White dotted lines outline the ovaries. ut represents uterus. Scale bar: 2.5 mm. (**B**) Percentage of mice with macroscopic ovarian tumors in control (*n* = 27 mice) and KO mice (*n* = 33 mice) at 15 months. The numbers in the parenthesis are the actual numbers of animals. (**C**) H&E-stained sections of representative 15-month control and *Runx1* KO ovaries (*n* = 8/genotype). Right panels are higher magnifications of outlined areas. Arrows indicate follicles; arrowheads indicate follicle-like lesions; the black asterisk indicates corpus luteum; Cy represents cyst; red asterisks indicate eosinophilic cavities. Scale bars: 300 μm. (**D**) Immunofluorescence for FOXL2 (magenta) and KRT8 (yellow) in control ovaries and *Runx1* KO ovarian tumors (*n* = 4/genotype). Grey color represents nuclei labelled with DAPI. Right panels are higher magnifications of outlined areas. Arrows indicate follicles; asterisks indicate corpora lutea; cy represents cyst; T represents tumor. Scale bars: 250 μm.

**Figure 3:**
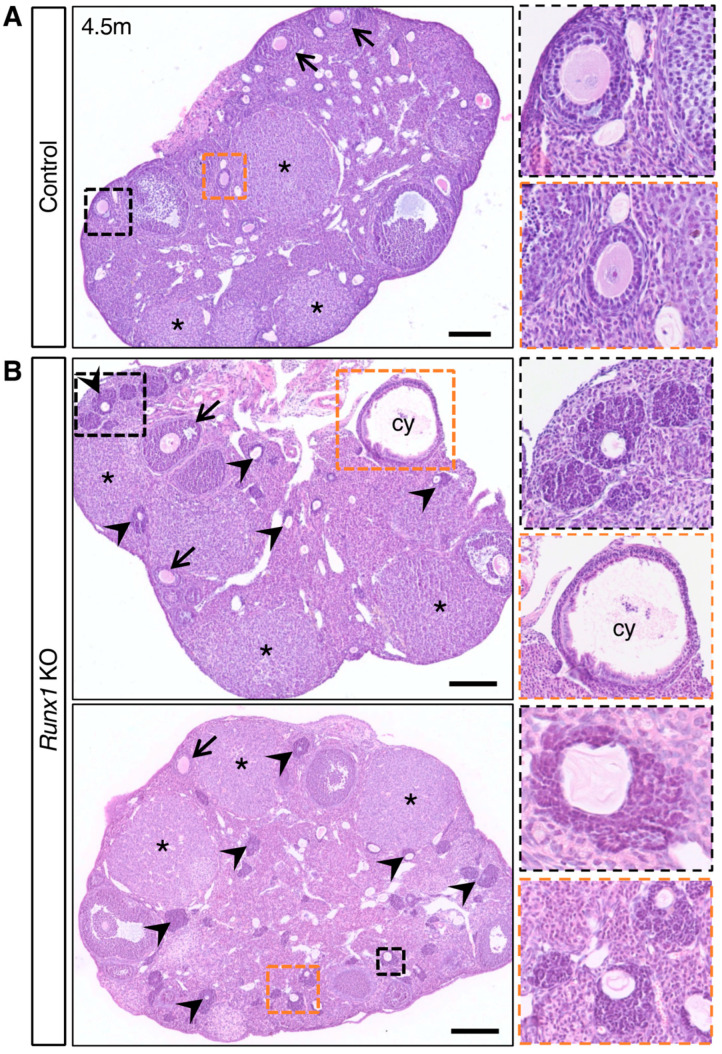
Ovarian defects in young adult *Runx1* knockout mice: H&E-stained sections of representative 4.5-month control (**A**) and *Runx1* KO ovaries (**B**) (*n* = 6/genotype). Black and orange panels on the right are higher magnifications of outlined areas. Arrows indicate normal follicles; arrowheads indicate follicle-like lesions; asterisks indicate corpora lutea; cy represents cyst. Scale bars: 200 μm.

**Figure 4:**
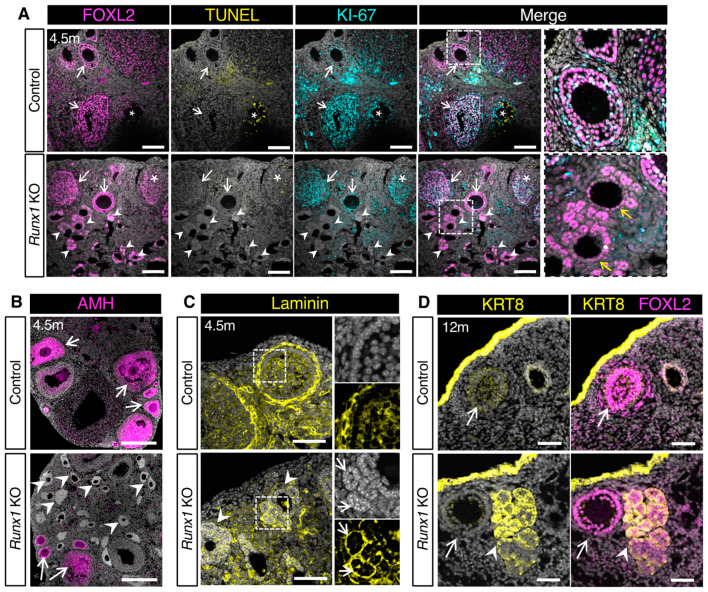
Characterization of the follicle-like lesions in *Runx1* knockout mice. (**A**) Immunofluorescence for granulosa cell marker FOXL2 (magenta), proliferation marker KI-67 (cyan), and TUNEL cell death labeling (yellow) in control and *Runx1* KO ovaries at 4.5 months. The grey color represents DAPI nuclear counterstaining. Right panels are higher magnifications of outlined areas. Arrows point to normal follicles; arrowheads point to abnormal follicles; asterisks indicate atretic follicles with TUNEL+ dying cells; yellow arrows indicate the asymmetric organization of follicle-like lesions with one layer of FOXL2 granulosa cells. Scale bars: 250 μm. (**B**) Immunofluorescence for granulosa cell marker AMH (magenta) with DAPI (grey) in 4.5-month control and *Runx1* KO ovaries. Scale bar: 250 μm. (**C**) Immunofluorescence for basal membrane protein laminin (yellow) with DAPI (grey) in 4.5-month control and *Runx1* KO ovaries. Right panels are single-channel outlined areas with higher magnifications. Arrowheads point to follicle-like lesions; arrows point to rosette-like structures surrounded by laminin within the lesions; scale bar: 50 μm. (**D**) Immunofluorescence for granulosa cell marker FOXL2 (magenta) and epithelial marker KRT8 (yellow) in 12-month control and *Runx1* KO ovaries. Arrows point to normal follicles; arrowheads point to follicle-like lesions. Scale bar: 100 μm; *n* = 4/genotype for all immunofluorescences.

**Figure 5:**
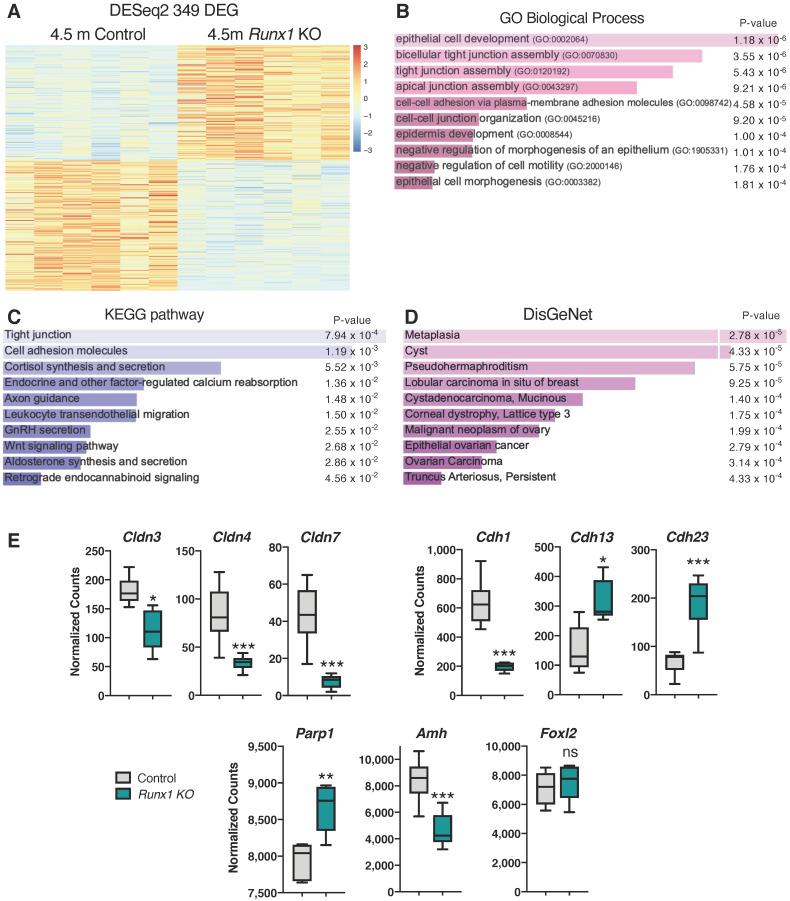
Identification of the differentially expressed genes and pathways in *Runx1* knockout ovaries. (**A**) Heat-map of the 349 differentially expressed genes (DEGs) in *Runx1* KO vs. control ovaries at 4.5 months identified by RNA-seq (*n* = 6/genotype). (**B**) Gene Ontology Biological Process analysis based on DEGs. (**C**) KEGG pathway analysis based on DEGs. (**D**) DisGeNet analysis, which identified human diseases associated with the DEGs. (**E**) Examples of significantly differentially expressed genes in *Runx1* KO vs. control ovaries at 4.5 months. Boxplots represent the DESeq2-normalized counts from RNA-seq data. Values are presented as mean ± SEM (*n* = 6/genotype); ns, not significant; * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001.

**Figure 6:**
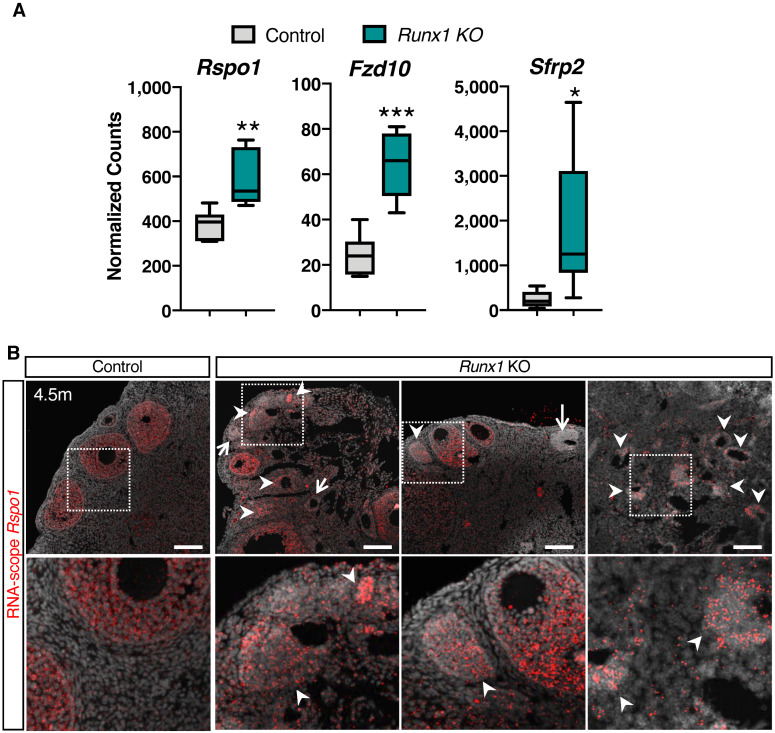
Upregulation of genes of the Wnt signaling pathway in *Runx1* knockout ovaries. (**A**) Examples of significantly differentially expressed genes in *Runx1* KO vs. control ovaries at 4.5 months. Boxplots represent the DESeq2-normalized counts from RNA-seq data. Values are presented as mean ± SEM (*n* = 6/genotype); * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001. (**B**) RNA-scope for the *Rspo1* probe in control and *Runx1* KO ovaries at 4.5 months (*n* = 4/genotype). Arrowheads point to *Rspo1*+ follicle-like lesions. Arrows point to follicle-like lesions with little to no *Rspo1* expression. Scale bars: 100 μm.

## Data Availability

The RNA-Seq data have been deposited under the Gene Expression Omnibus (GEO) Accession No. GSE211241.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms232214442/s1.

# Supplementary material for: Loss of Runx1 Induces Granulosa Cell Defects and Development of Ovarian Tumors in the Mouse
**Source:** Int J Mol Sci. 2022 Nov 21;23(22):14442. doi: 10.3390/ijms232214442
**Supplement:** Supplementary file 1

## Slide 1

Supp Figure S1
B
Runx1 KO macroscopic tumors
450 μm
*
*
*
*
*
*
A
*
*
Runx1 KO no macroscopic tumor
C
*
*
450 μm
Cy
Cy
*
100 μm
100 μm
450 μm
Supplementary Figure S1: Abnormalities observed in Runx1 KO ovaries at 15 months.
A. Ovary weight at 15 months of age. Kruskal-Wallis test was used to compare the weight of control ovaries (n=36; mean=3.2mg), Runx1 KO ovaries without (n=31; mean=4.2mg) and with (n=7; mean=124mg) macroscopic tumors; ∗∗: p < 0.01; and ∗∗*∗: p < 0.0001. B. H&E of tumors in 15-month-old Runx1 KO ovaries. Right panel is a higher magnification of outlined area. C. Abnormalities observed in Runx1 KO ovaries with no macroscopic tumor. Red asterisks represent eosinophilic cavities; black arrows represent normal follicles; arrowheads point to dense follicle-like lesions; Cy represents cyst; black asterisks represent hemorrhagic follicle or cyst; orange arrows point to abnormal surface epithelium.

## Slide 2

Supp Figure S2
B
A
| Transcript | Forward Primer | Reverse Primer |
| --- | --- | --- |
| Cldn3 | ACCAACTGCGTACAAGACGAG | CAGAGCCGCCAACAGGAAA |
| Cldn4 | GTCCTGGGAATCTCCTTGGC | TCTGTGCCGTGACGATGTTG |
| Cdh1 | GCTCTCATCATCGCCACAGA | TTCGAGGTTCTGGGATGGGA |
| Foxl2 | GCTACCCCGAGCCCGAAGAC | GTGTTGTCCCGCCTCCCTTG |
| Rspo1 | CTGGCGGATGTCGTTCCTC | GGGATCAAGGGCAAGAGACAG |
| Fzd10 | CATGCCCAACCTGATGGGTC | GCCACCTGAATTTGAACTGCTC |
| Sfrp2 | CGTGGGCTCTTCCTCTTCG | ATGTTCTGGTACTCGATGCCG |
| Amh | ACTGGGAGGAACCCCTATTA | GCGCAGATCTACACTCAGCT |
| Parp1 | GCGGAGAAGACATTGGGTGA | ACCATCTTCTTGGACAGGCG |
| Rps29 | TGAAGGCAAGATGGGTCAC | GCACATGTTCAGCCCGTATT |
DEGs TGFBR1-CA
DEGs Runx1 KO
311
683
38
C
| DEGs up in both models | DEGs Down in both models | DEGs up in TGFBR1-CA and Down in Runx1 KO | DEGs Down in TGFBR1-CA and Up in Runx1 KO |
| --- | --- | --- | --- |
| 1500009L16Rik | 4930556M19Rik | Aard | Atp2b3 |
| 4930502E18Rik | Arap2 | Casq2 | Fbxo41 |
| Acan | Cftr | Dpep1 | Grik3 |
| Cdh6 | Cntn4 | Hsd17b3 | Kcnt1 |
| Fam78b | Coch | Itgbl1 | Pik3ip1 |
| Fgf7 | Tmem171 | Lnx1 | Prg4 |
| Kcnd3 | | Ltbp2 | Prr16 |
| Klhl40 | | Slc16a6 | Rorc |
| Mmp9 | | Svep1 | Srgap3 |
| Plac8 | | | |
| Scara5 | | | |
| Spta1 | | | |
| Tmem114 | | | |
| Trank1 | | | |
Supplementary Figure S2: Validation of RNA-seq by qPCR and comparison with published mouse granulosa cell tumor dataset.
A. Relative mRNA expression in control and Runx1 KO ovaries at 4.5 months (control: n= 7; KO: n= 8). The normal distribution was determined using the Shapiro–Wilk test. Unpaired Student t-test, ns: non-significant; ∗: p < 0.05; ∗∗: p < 0.01; and ∗∗∗: p < 0.001. B. Primers used to perform qPCR.

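These primers were matched to the transcripts of GRCm38 (GENCODE vM21), and those named here lie in coding exons. The products of the junction genes are 78 bp for *Cldn3*, 112 bp for *Cldn4* and 109 bp for *Cdh1*, where the primers lie in exons 11 and 12 of 16. For the Wnt pathway genes they are 233 bp for *Fzd10*, 107 bp for *Sfrp2* and 147 bp for *Rspo1*, where the primers lie in exons 2 and 3 of 6 and the listed forward primer is the downstream one on the transcript. The product of *Amh* is 386 bp within exon 5, that of *Foxl2* 114 bp within its single exon, and that of *Parp1* 116 bp across exons 3 and 4 of 23. *Rps29*, a ribosomal protein gene, gives 127 bp. Those of *Cldn3*, *Cldn4*, *Foxl2*, *Fzd10*, *Sfrp2* and *Amh* lie within 1 exon each.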

C. Comparison of differentially expressed genes (DEGs) in 4.5m Runx1 KO ovaries (n= 349 genes) and in published dataset for DEGs in mouse granulosa cell tumor model caused by constitutively active TGFβ signaling (TGFBR1-CA) (n=721 genes) (Ni et al., 2022).

## Slide 3

Supp Figure S3
KRT8 DAPI
DAPI
12m
Control
Runx1 KO
Supplementary Figure S3: Abnormal surface epithelium in 12-month-old Runx1 KO ovaries. Immunofluorescence for KRT8 (yellow) in Runx1 KO ovaries at 12 months. Grey represents the nuclear marker DAPI. Arrows point to abnormal surface epithelium. Scale bars: 100 μm.

How the deposited data were processed for this re-analysis (not part of the article)

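RNA sequencing of whole ovaries from 6 control and 6 *Runx1* KO mice at 4.5 months of age was analysed, with each of the 12 libraries mapped to its genotype and replicate number from the submitters' labels. The authors aligned the fragments to mm10 with STAR 2.5.2b, counted them with featureCounts of Subread 1.5.2 over the disjoint exons of RefSeq genes, and normalized and tested the counts with DESeq2 1.14.1 in R 3.3.3. The value per gene and library that the authors deposited is a score in the sense that it is a normalized count rounded to a whole number, no longer a count of fragments. The authors' deposited table also holds their log2 fold change, shrunken toward 0, and their adjusted p-value for each gene, which were used only to compare calls in the part on differences. The table held 27179 genes, of which 22076 had a value above 0 in at least 1 library. A usable gene symbol was lacking for 874 of them, and 27 of these were named by gene ID.
All further steps used R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Values were transformed as log2(value + 1), genes with a mean of at least 10 over the 12 libraries were kept (15886 genes), and a linear model with genotype as its only term was fitted with limma with an intensity trend. Tests were two-sided with Benjamini-Hochberg adjustment, and a gene was called at an adjusted p under 0.1. Log2 fold changes, and the median folds of the called genes, are on the log2(value + 1) scale, which understates the change of low genes. A fold or ratio given for a single gene is the ratio of the group means of its normalized counts. For single genes, an exact permutation test of the difference of means over the 924 ordered splits of 6 against 6 libraries was added (two-sided, smallest p 0.00216). The test was checked on simulated data before use.
The genes named in the text were set by a rule. They are every gene that the paper names in this comparison, with *Mki67* and *Nr5a1*, the 10 higher and the 10 lower genes of largest fold among called genes with a mean of at least 50 and no overlap between the groups, the called members of each gene list (at most 4, or the 2 members of highest mean where fewer than 2 were called), the genes shared with the TGFBR1-CA model as groups, and genes within 250 kb of *Nr5a1* or *Runx1*. The first entries of Dataset S1 and the paper's figures had been seen when this rule was written. Other list members are examples chosen after their values were seen. *Mki67*, a marker of proliferation, had 5479 ± 755 normalized counts in control and 4833 ± 1619 in *Runx1* KO ovaries (SD, n = 6 each), a log2 fold change of -0.24 (standard error 0.20, adjusted p = 0.794 from limma).
The 26 gene lists comprised 13 pathways or functions (tight junctions, cadherins, desmosomes, epithelial identity, Wnt pathway components, Wnt/beta-catenin target genes, basement membrane, matrix remodeling, proliferation, DNA damage repair, TGF-beta superfamily signaling, steroidogenesis and the Runx family) and 13 cell types (granulosa cells, luteal cells, theca cells, oocytes, ovarian surface epithelium, oviduct epithelium, Sertoli cells, smooth muscle, endothelium, macrophages, lymphocytes and neutrophils, adipocytes, and erythroid cells). The lists were set before the deposited values were opened but after the paper had been read, so they are not blind to its findings. Each was tested with camera in limma (preset correlation 0.01, and an estimated correlation) and with a one-sided Fisher's exact test for called genes, both adjusted over the 26 lists. Only epithelial identity passed camera with an estimated correlation.
The size factor of each library was estimated from the gaps and doubled values that division and rounding leave among low values. It was 0.923 to 1.09 in control and 0.929 to 1.09 in *Runx1* KO libraries, with a worst error of 0.02% in simulated libraries. The deposited values summed to 31829230 to 34364752 (median 32532187) per control and 31556202 to 33565466 (median 32661513) per *Runx1* KO library. The 10 highest genes held 4.94% to 7.15% of the total in control and 4.34% to 5.41% in *Runx1* KO libraries, and 19164 to 19578 and 19217 to 19492 genes were above 0.
Alternatives tried were pseudocounts of 0.5 and 5, no filter on low values, a minimum mean of 50, quantile normalization, the same total for every library, limma without the intensity trend, limma with sample quality weights, the replicate number as a block, an adjusted p under 0.05, an estimated correlation for the gene lists, another set of genes for the overlap with TGFBR1-CA and windows of 2 and 10 Mb for chromosomal position. After the data had been seen, a fit omitting both libraries numbered 1 and a fit with the mean log2 level of genes induced at ovulation as a covariate were added. Libraries of the TGFBR1-CA model were not analysed here, and the enrichment of Gene Ontology, KEGG and disease terms was not repeated because those term sets were not used here. A result for some genes is not reported here. Primer sequences were matched to GRCm38 transcripts of GENCODE vM21.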

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

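All the per-library values in this part were picked by a rule after the data had been seen. Among 84 named genes, 168 groups of 6 libraries were examined for a library far from the other 5, and 21 groups had one, where chance gives about 1 in 20, or 8.4. Control 1 accounted for 9 of them, *Runx1* KO 1 for 7, *Runx1* KO 5 for 3, control 5 for 1 and *Runx1* KO 4 for 1.
*Runx1* in control 5 had 4874 normalized counts, where the other controls had 756 to 2261. In control 1, *Nr5a1* had 25333 (others 8698 to 12595), *Acsl6* 43 (22 to 28), *Inha* 145995 (41455 to 73032), *Cyp17a1* 88514 (148 to 6723), *Tppp3* 1493 (227 to 573), *Acta2* 28756 (19457 to 22563), *Lyz2* 3778 (7978 to 10402), *Plin1* 5346 (290 to 1148) and *Olfml2a* 2098 (835 to 1149). In *Runx1* KO 1, *Nr5a1* had 44277 (16703 to 23317), *Acsl6* 108 (68 to 81), *Cyp17a1* 30483 (51 to 3580), *Cd4* 242 (53 to 112), *Plin1* 2644 (371 to 1097), *Cfd* 3708 (4 to 1150) and *Olfml2a* 1660 (925 to 1079). In *Runx1* KO 5, *Marveld3* had 20 (6 to 10), *Cyp11a1* 398328 (244604 to 298973) and *Kdr* 4585 (2765 to 3295). In *Runx1* KO 4, *Nek6* had 2591 (1330 to 1596).
The paper does not discuss 18 of the called genes of largest fold. Higher in *Runx1* KO ovaries were *Tcap* (log2 fold change 3.21), *Hhatl* (3.12), *Eya4* (2.59), *Srd5a2* (1.80), *Nr6a1* (1.72), *Slc6a17* (1.59), *Sez6l* (1.57), *Acsl6* (1.55) and *Cacna1i* (1.50). Lower were *Lgals2* (-2.14), *Myh14* (-2.02), *Klk1* (-1.96), *Sectm1b* (-1.83), *St14* (-1.72), *Adamts16* (-1.68), *Tspan1* (-1.47), *Prss8* (-1.31) and *Tmem30b* (-1.20). *Cacna1i* was no longer called without both libraries numbered 1 (adjusted p = 0.108) or with the replicate number as a block (0.114), over a range of 0.00613 to 0.114. *Slc6a17* was no longer called with the ovulation genes as a covariate (adjusted p = 0.175, 0.00643 to 0.175 over the settings).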

How the results depend on the processing

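The fit omitting both libraries numbered 1 and the fit with the ovulation genes as a covariate were chosen after the data had been seen. The counts of called genes lay within 1.5 times the reported ones in 28 of 36 comparisons, but not always for the same genes. Of the 141, 85 were still called with the ovulation covariate (120 in all, 60 higher and 60 lower) and 115 without both libraries numbered 1 (172 in all). The 8 counts beyond 1.5 times were 87 in all and 45 lower with a minimum mean of 50, 77 in all with 37 higher and 40 lower at an adjusted p under 0.05, and 1274 in all with 622 higher and 652 lower with sample quality weights. A stricter threshold lowers the counts by construction. A minimum mean of 50 took genes out of the test, but *Cdh23*, which was still tested, also lost its call (adjusted p = 0.107). The cause was not tested for that minimum or for the weights. Of 1001 comparisons of the 84 named genes, 937 kept direction and side of the threshold, 23 lost the call, 19 gained it and 22 changed sign, and 43 genes kept both under every setting. Of 312 comparisons of camera, 279 kept both and 12 changed direction, and of 312 of enrichment 306 kept both. Of the genes the paper names, *Cldn7*, *Fzd10* and *Cdh6* had a mean below 50 and were not tested at that minimum.
Sample quality weights also called *Axin2* (adjusted p = 0.0939, range 0.0939 to 0.968), *Inhbb* (0.0759, range 0.0759 to 0.897), *Mlf1* (0.0848, range 0.0848 to 0.796) and *Kdr* (0.0510, range 0.0510 to 0.876). For camera, tight junctions passed with no filter (adjusted p = 0.0388), sample quality weights (0.0883) and the ovulation covariate (0.0828), over a range of 0.0388 to 0.702. Enrichment of tight junctions ended with a minimum mean of 50 (0.128), and that of cadherins with it (0.270), at an adjusted p under 0.05 (0.457) and with the ovulation covariate (0.466).
No gene that changed sign was called on either side. With the ovulation covariate, the log2 fold change was -0.068 for *Runx1*, 0.13 for *Foxl2*, -0.30 for *Col4a1*, -0.32 for *Col4a2*, 0.022 for *Inha*, -0.041 for *Cbfb*, 1.78 for *Cyp17a1*, 0.074 for *Olfml2a* and 0.017 for *Nek6*. With sample quality weights it was -0.21 for *Lgr5*, 0.12 for *Gata1*, 0.0087 for *Acta2*, -0.14 for *Lyz2*, 0.046 for *Olfml2a* and 0.035 for *Rcan1*. With every library at the same total it was 0.0011 for *Myc*, 0.0026 for *Lig3* and 0.0064 for *Runx2*. With quantile normalization it was 0.063 for *Cyp11a1* and 0.15 for *Hsd3b1*, and without both libraries numbered 1 -0.059 for *Lyz2* and 0.014 for *Nek6*. Camera changed direction, without passing, for Wnt/beta-catenin target genes with no filter (adjusted p = 0.736), a minimum mean of 50 (0.702), the replicate block (0.887) and without both libraries numbered 1 (0.985). It also did so for matrix remodeling (0.135), DNA damage repair (0.773) and smooth muscle (0.722) with the ovulation covariate, for DNA damage repair (0.924) and macrophages (0.866) with sample quality weights, for macrophages (0.9004) and lymphocytes and neutrophils (0.831) without both libraries numbered 1, and for the latter with a minimum mean of 50 (0.330). The ovulation covariate includes *Adamts1*, *Timp1* and *Plat*, which are members of the matrix remodeling list, so the change of that list is partly built in. For the other changes the cause was not tested.
With the replicate number as a block, 114 genes were called (56 higher, 58 lower), 87 of them shared with the 141. It also called *Nr5a1* (0.00841) and *Sfrp2* (0.0270), and *Cacna1i* (0.114), *Evpl* (0.110), *Notum* (0.173) and *Aard* (0.102) were not called. The deviations of same-numbered libraries correlated above 0.1 in 2 of 6 pairs (0.658 for the libraries numbered 1). Of the 6 controls, 1 correlated best with its own number. That gives little sign that the numbers pair the samples, but it cannot exclude a pairing. The overlap with TGFBR1-CA passed over either set of genes, and no window of chromosomal position passed at 2, 5 or 10 Mb. Depth was 29366000 fragments or more in every library.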

Differences from the paper's values

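The fit omitting both libraries numbered 1 was chosen after the values had been seen. The paper's number of differentially expressed genes is 349, and 141 were called here at the same adjusted p under 0.1. The paper's numbers of higher and lower genes are 164 and 185, and 57 and 84 were found here. Every alternative set before the data were examined also differed from these numbers, from 77 to 1274 genes. Of the authors' 349 calls in their deposited table, 331 were tested here and 18 lay below the minimum mean. All 331 had the same direction here, 329 had an unadjusted p under 0.05, and 140 were called, with 1 gene called here only.
Of the genes that the paper lists as up in both models, its number is 14, and 3 passed the threshold here. Sample quality weights gave 12, which lies within 1.5 times the paper's number, and every other setting fixed in advance differed. Of those it lists as down in both models, its number is 6, and 1 passed here. Sample quality weights gave 6, and every other setting fixed in advance differed.
The paper describes *Cldn3*, *Cdh13*, *Parp1*, *Sfrp2*, *Rspo1*, *Fgf7* and *Cdh6* as differentially expressed, and none of these was called here, although each had the paper's direction. The paper picked them on the same 12 libraries, so that direction is not independent evidence. Sample quality weights called all 7, with adjusted p = 0.0343 for *Cldn3* (0.0343 to 0.306 over the settings), 0.0104 for *Cdh13* (0.0104 to 0.258), 0.0901 for *Parp1* (0.0901 to 0.595), 0.0264 for *Sfrp2* (0.0264 to 0.316), 0.0975 for *Rspo1* (0.0975 to 0.282), 0.0343 for *Fgf7* (0.0343 to 0.453) and 0.0471 for *Cdh6* (0.0471 to 0.299). The fit without both libraries numbered 1, chosen after the values had been seen, called *Cdh13* (0.0551), *Sfrp2* (0.0316) and *Fgf7* (0.0765), and left 199 of the authors' 349 calls uncalled, against 209 in the reported fit. In the authors' deposited table the adjusted p is 0.0430 for *Cldn3*, 0.0261 for *Cdh13*, 0.0804 for *Parp1*, 0.0169 for *Sfrp2*, 0.0139 for *Rspo1*, 0.00335 for *Fgf7* and 0.0398 for *Cdh6*. *Cldn4*, *Cldn7*, *Cdh1*, *Cdh23*, *Amh*, *Fzd10* and *Mmp9* were called here with the direction that the paper gives. The paper also measured *Cldn3*, *Parp1*, *Sfrp2* and *Rspo1* by RT-PCR (Supplementary Figure S2A) and located *Rspo1* transcripts by RNAscope. Those measurements were not re-analysed here, so the absence of a call concerns the sequencing only.
The paper shows *Runx1* as lower in *Runx1* KO ovaries by RT-PCR (Figure 1C). Its sequencing value over the whole gene was not lower here, and the authors' deposited table gives it an adjusted p of 0.729.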

Other observations

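The tests of a shorter segment around *Nr5a1* and of the ovulation genes were chosen after the results had been seen. Genes of proliferation all lay below 0 in *Runx1* KO ovaries, but none of the 20 was called by limma (0 higher and 3 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone). Their median log2 fold change was -0.25, with -0.45 for the spindle checkpoint kinase gene *Bub1* (camera, adjusted p = 1.2e-06, adjusted p = 0.578 with an estimated correlation). Of 22 oocyte genes, none was called by limma (0 higher and 1 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone), and 21 lay below 0 with a median of -0.16 (camera, adjusted p = 3.6e-04, adjusted p = 0.578 with an estimated correlation and 0.129 with the ovulation covariate, 4.15e-07 to 0.578 over the settings). All 8 theca cell markers lay below 0 (median -0.31) and none was called by limma (0 higher and 1 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone, camera, adjusted p = 0.0196, adjusted p = 0.578 with an estimated correlation and 0.409 with the ovulation covariate, 0.00753 to 0.578 over the settings). Of 21 basement membrane genes, none was called by limma (0 higher and 4 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone), and *Lamc3*, a laminin chain, had a log2 fold change of -0.97 (standard error 0.43). Their median was -0.08 (camera, adjusted p = 0.0196, adjusted p = 0.578 with an estimated correlation and 0.222 with sample quality weights, 1.6e-05 to 0.578 over the settings). All 6 tested adipocyte markers lay above 0 (median 1.44) and none was called by limma (0 at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone). Their camera adjusted p was 0.0570, 0.578 with an estimated correlation, 0.153 with sample quality weights and 0.198 without both libraries numbered 1 (2.99e-04 to 0.578 over the settings).
In the reported fit, camera did not pass for the other lists below. It did pass in single settings, for lymphocytes and neutrophils with the ovulation covariate (adjusted p = 0.00996, range over the settings 0.00996 to 0.831), luteal cells (0.0633, range 0.0633 to 0.777) and smooth muscle (0.0633, range 0.0633 to 0.889) with sample quality weights, endothelium with quantile normalization (0.0816, range 0.0816 to 0.685) and steroidogenesis with every library at the same total (0.0950, range 0.0950 to 0.578). Of 16 tested steroidogenesis genes none was called by limma (0 higher and 1 lower at an unadjusted p under 0.05, and 0 and 1 when adjusted over the list alone), with a median of -0.48 (adjusted p = 0.138, adjusted p = 0.578 with an estimated correlation). In this list *Cyp19a1*, the aromatase gene, had a log2 fold change of -1.08 with a standard error of 1.09. None of 10 luteal cell markers was called by limma (0 at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone), with a median of -0.20 (adjusted p = 0.243, adjusted p = 0.777 with an estimated correlation). Of 10 tested Sertoli cell markers, *Aard* fell and none rose (1 higher and 1 lower when adjusted over the list alone), with a median of -0.30 (adjusted p = 0.189, adjusted p = 0.578 with an estimated correlation, enrichment, adjusted p = 0.317). *Aard* was not called with every library at the same total (adjusted p = 0.107), the replicate block (0.102) or the ovulation covariate (0.207, range 0.0290 to 0.207). No member of the Runx family list (5 genes; median -0.00, adjusted p = 0.699 and, with an estimated correlation, adjusted p = 0.777) was called by limma, with 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone. Likewise, limma called none of 8 smooth muscle (median 0.09, adjusted p = 0.546, and adjusted p = 0.889 with an estimated correlation), 9 endothelium (-0.08; 0.138 and 0.685), 9 macrophage (0.12; 0.328 and 0.777), 9 tested lymphocyte and neutrophil (0.20; 0.401 and 0.777) and 4 tested erythroid markers (0.12; 0.729 and 0.894). At an unadjusted p under 0.05, 1 smooth muscle marker was higher, 1 endothelium marker lower and 1 lymphocyte and neutrophil marker higher, with 0 for macrophages and erythroid cells, and 0 in all 5 lists when adjusted over the list alone.
*Nr6a1* was higher in every *Runx1* KO library than in every control library, and all *Runx1* KO mice and no control mouse carry the *Nr5a1*-Cre transgene, so transgene and genotype go together. If the transgene brought extra copies of a long segment, the other genes within 250 kb of *Nr5a1* would be higher too. The median log2 fold change of *Olfml2a* (-0.07), *Nek6* (-0.06) and *Psmb7* (0.01) was -0.0625, which argues against such a segment. Extra copies of a shorter segment that holds *Nr5a1* and *Nr6a1* only may account for it. Without both libraries numbered 1, *Nr5a1* had a log2 fold change of 0.87 (standard error 0.12, adjusted p = 0.0121, 0.00841 to 0.414 over the settings). With all 12 libraries it passed with sample quality weights (0.0320) and with the replicate number as a block (0.00841), but not in the reported fit (0.363). Copies were not measured, so this stays open. An effect of *Runx1* loss on *Nr6a1* was not tested apart from the transgene.
Epithelial genes were lower in *Runx1* KO ovaries, the called ones by log2 fold changes of -0.87 to -1.80, and loss of an adhering or covering epithelium might lower them. Markers of the oviduct epithelium had a median log2 fold change of -0.0244 (SD of the markers 0.56) and those of the ovarian surface epithelium one of -0.120 (SD 0.37). Both medians lie above the fall of the called genes by more than the spread of the markers, but these genes were picked for passing the threshold. The median of the whole epithelial identity list, -0.38, lies within 1 SD of both medians. *Krt7*, *Krt8*, *Krt18* and *Krt19* are also in both that list and the surface epithelium list. These medians therefore do not decide whether less oviduct or surface epithelium is the cause. *Ovgp1*, an oviduct secretory gene, had 50 to 1003 normalized counts over the controls and 52 to 89 over the *Runx1* KO libraries (log2 fold change -1.50, adjusted p = 0.550 from limma). Controls 3 and 5 held only 50 and 53. Their mean log2 levels of the epithelial identity list, 7.59 and 7.48, still lay above every *Runx1* KO library (highest 7.17). *Runx1* KO 1 and 2 had oviduct marker means of 6.33 and 6.42, within the control range of 5.90 to 6.42. Their epithelial identity means, 7.13 and 7.02, lay below every control (lowest 7.36). For that list, these values argue against less oviduct epithelium as the only cause, and surface epithelium stays open. A change in expression within ovarian cells remains open as a hypothesis and was not tested.
*Runx1* was not lower in *Runx1* KO ovaries, and the libraries with the most *Runx1* were those with the most *Adamts1*. A difference in the ovulation response that hides a loss of *Runx1* could account for it. With the mean log2 level of the ovulation genes as a covariate, the log2 fold change of *Runx1* was -0.0680 (standard error 0.24, adjusted p = 0.994; 0.151 to 0.994 over the settings), which neither shows nor excludes a loss. Fragments of exons outside the deleted part, or from cells without Cre, would also count toward *Runx1* and were not separable in values per gene.
Granulosa cell markers other than *Amh* had a median log2 fold change of -0.238, beside -0.88 for *Amh*. Of 100 splits of the 12 libraries into 6 and 6, the real one included, 3 gave at least the 141 called genes of the real split. This share is under 0.05, but it does not exclude chance, because a split along another structure of the samples can also give many genes. Of the other 2 splits with at least 141, the one that exchanges control 5 and *Runx1* KO 1 gave 143 genes. The highest other split gave 3206 genes and set control 1, control 5 and *Runx1* KO 1, 2, 3 and 6 against the rest, which points to a structure of the samples, while 96 splits gave 0 in limma. Within 5 Mb of *Runx1*, 0% of 62 tested genes were called against 0.891% elsewhere, but only 0.552 called genes would be expected there, so a strain segment around the *Runx1* alleles stays open. No window of 5 Mb passed for called genes after adjustment (434 windows, smallest adjusted p 0.506).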
